# Expression of NF-κB p50 in Tumor Stroma Limits the Control of Tumors by Radiation Therapy

**DOI:** 10.1371/journal.pone.0039295

**Published:** 2012-06-28

**Authors:** Marka R. Crittenden, Benjamin Cottam, Talicia Savage, Cynthia Nguyen, Pippa Newell, Michael J. Gough

## Abstract

Radiation therapy aims to kill cancer cells with a minimum of normal tissue toxicity. Dying cancer cells have been proposed to be a source of tumor antigens and may release endogenous immune adjuvants into the tumor environment. For these reasons, radiation therapy may be an effective modality to initiate new anti-tumor adaptive immune responses that can target residual disease and distant metastases. However, tumors engender an environment dominated by M2 differentiated tumor macrophages that support tumor invasion, metastases and escape from immune control. In this study, we demonstrate that following radiation therapy of tumors in mice, there is an influx of tumor macrophages that ultimately polarize towards immune suppression. We demonstrate using *in vitro* models that this polarization is mediated by transcriptional regulation by NFκB p50, and that in mice lacking NFκB p50, radiation therapy is more effective. We propose that despite the opportunity for increased antigen-specific adaptive immune responses, the intrinsic processes of repair following radiation therapy may limit the ability to control residual disease.

## Introduction

There exists an array of cytotoxic therapies that can dramatically reduce the tumor to only a few cells with clonogenic potential. Unfortunately for cancer patients, tumors can recur from these small pockets of residual disease. The emergence of metastases from residual microscopic disease is a major source of mortality in cancer patients. In animal models of cancer therapy, it is becoming clear that immune responses play a role in the success of cytotoxic therapies [1], [2], [3], and that the outcome following cytotoxic therapies can be improved by enhancing adaptive immune responses [1], [3], [4]. By causing the death of cancer cells, radiation therapy has been proposed to provide both tumor antigen and endogenous immune adjuvants to initiate *de novo* tumor-specific immune responses.

The majority of cytotoxic cancer therapies result in cancer cell death through the induction of apoptosis. If the phagocytic capacity of tumor macrophages is overwhelmed, apoptotic cells can progress to secondary necrosis and result in induction of pro-inflammatory cytokines from macrophages [5]. Catastrophic death of cancer cells can result in release of endogenous immune adjuvants that can alter immune responses, such as heat shock proteins, calreticulin and HMGB1 [2], [6]. In addition, a range of studies have demonstrated that it may be possible to select a cytotoxic agent that promotes immunogenic, non-apoptotic cell death, or redirects the mechanism of cell death [2], [7]. Studies demonstrate that expression of TLR4, a key receptor for immunological adjuvants, is critical both for vaccination with tumor cells killed via radiation or chemotherapy, and the efficacy of cytotoxic therapy *in vivo* [8]. These data fit a model where adjuvants released from dying cancer cells may play a role in establishing functional anti-tumor immune responses.

Despite the potential immunogenicity of endogenous adjuvants, the outcome of adjuvant release is heavily influenced by the differentiation of cells in the environment. Alternative (M2) activation of macrophages results in a distinct response to adjuvant compared to classically activated (M1) macrophages. M1 macrophages respond to adjuvant with secretion of pro-inflammatory cytokines such as TNFα, whereas M2 macrophages respond to adjuvant with secretion of anti-inflammatory cytokines such as IL-10 [9]. Exposure to apoptotic cells cause macrophages to secrete a range of anti-inflammatory cytokines, including IL-10 and TGF-β [5], [7], [10]. Thus, radiation-induced death of cancer cells may result in M2 activation via the effect of apoptotic cells, such that any subsequent release of adjuvants from cancer cells undergoing secondary necrosis will cause immune suppression. The suppressive response of M2 macrophages is a key feature of inflammatory resolution, which serves to repair inflammatory destruction following control of infections by laying down supportive matrix, establishing vascular structures, and terminating adaptive immune responses [11], [12]. Importantly, these functions are commonly observed in tumor macrophages, which drive angiogenesis and adaptive immune suppression in the tumor [13], [14], [15], [16].

For these reasons it is critical to understand the tumor environment during cytotoxic therapies to optimize the contribution of immune cells to cancer control. We demonstrate that established tumors display a limited response to radiation therapy and that treatment is followed by a significant influx of M2-differentiated macrophages into the tumor stroma. We demonstrate that NFκB p50 provides a transcriptional mechanism for polarization of macrophages cells in the presence of irradiated cancer cells. We demonstrate that *in vivo* radiation therapy is more effective in mice defective in M2 polarization though deletion of NFκB p50. We propose that the polarization of tumor macrophages is a limitation for adaptive immune control of residual disease and may be a target to enhance the efficacy of cytotoxic therapies.

## Materials and Methods

### Animals and Cell Lines

The Raw264.7 monocyte/macrophage cell line [17] and the 4T1 mammary carcinoma cell line [18] were obtained from the ATCC (Manassas, VA). The Panc02 murine pancreatic adenocarcinoma cell line [19], (C57BL/6) was kindly provided by Dr Woo (Mount Sinai School of Medicine, NY). 6–8 week old C57BL/6 mice and Balb/c were obtained from Charles River Laboratories (Wilmington, MA) for use in these experiments. NFκB1^−/−^ mice were obtained from The Jackson Laboratory (Bar Harbor, ME). All animal protocols were approved by the Earle A. Chiles Research Institute IACUC (Animal Welfare Assurance No. A3913-01).

### Antibodies and Reagents

The FACS antibodies CD11b, Gr1 and IA (MHC class II) were purchased from Ebioscience (San Diego, CA). Ultrapure LPS was purchased from Invivogen (San Diego, CA). Western blotting antibodies used include Arginase I (BD biosciences, San Jose, CA), iNOS (Cayman Chemical Corporation, Ann Arbor, MI), GAPdH, anti-mouse-HRP, and anti-rabbit-HRP (all Cell Signaling Technology, Danvers, MA). Rat anti-F4/80 was purchased from AbD Serotec (Raleigh, NC), rabbit anti-Von Willebrand Factor (VWF) was purchased from Abcam, and the secondary antibodies were anti-Rabbit Alexa Fluor 488 and anti-Rat Alexa Fluor 568 (Invitrogen).

### Radiation Therapy of Tumors

Tumors were innoculated s.c. in the right leg below the knee at a dose of 2×10^5^ Panc02 or 5×10^4^ 4T1 cells and allowed to establish for 14–17 days before initiation of treatment. Three daily 20 Gy treatment fractions were given using an Elekta Synergy linear accelerator (Atlanta, GA) with 6 MV photons with 1 cm bolus and incorporating a half beam block to minimize dose to the torso.

### Isolation and Analysis of Cancer Cells and Tumor Infiltrating Cells

For clonogenic analysis of cancer cells, the tumor was dissected into approximately 2 mm fragments followed by agitation in 1 mg/mL collagenase (Invitrogen), 100 µg/mL hyaluronidase (Sigma), and 20 mg/mL DNase (Sigma) in PBS for 1 hr at room temperature. The digest was filtered through 100 µm nylon mesh to remove macroscopic debris. Serial dilutions of tumor cells were seeded to 6-well tissue culture plates in media containing 60 µM 6-thioguanine and colonies were counted after 7 days. The serial dilution and the colony number were used to calculate the number of clonogenic cancer cells in the original tumor. For FACS analysis of tumor infiltrating immune cells, cells suspensions were stained with antibodies specific for CD11b, IA (MHC class II) and Gr1 as previously described [20]. The proportion of each infiltrating cell type was analyzed on a BD LSRII. FACS sorting of tumor macrophages was performed as previously described [20] using a BD FACSAria Cell Sorter to greater than 98% purity. The morphology of the sorted cell populations was determined by cytospin followed by DiffQuick staining.

### Immunohistology

Tumors were fixed in formalin overnight, cyropreserved by equilibration in 30% sucrose then flash frozen in OCT. 10 µM cryosections were cut and every 5^th^ section was H&E stained for orientation. Neighboring sections were stained with primary antibodies specific for F4/80 and Von Willebrand Factor (VWF) and binding detected with Alexa Fluor 488 or Alexa Fluor 568 conjugated secondary antibodies, respectively. Sections were mounted in the presence of DAPI (Invitrogen, Carlsbad, CA) to stain nuclear material. Images were acquired using a Zeiss LSM 510-meta confocal microscope at the Oregon Medical Laser Center.

### Gene Expression Microarrays

Total RNA was prepared from FACS sorted CD11b^+^IA^+^ cells using a PrepEase RNA Spin Kit (Affymetrix, Cleveland, OH). The Affymetrix Microarray Core Facility at Oregon Health and Sciences University (Portland, OR) prepared DNA probes and performed Microarray Analysis. Gene expression data has been uploaded to GEO (Accession number GSE34206). Data was analyzed using GeneSifter (Geospiza Inc, Seattle, WA).

### Western Blotting

Cells were lysed in RIPA buffer and denatured in SDS loading buffer containing β2-mercaptoethanol, electrophoresed on 10% SDS-PAGE gels and transferred to nitrocellulose. Blocked blots were probed overnight at 4°C with primary antibodies followed by HRP-conjugated secondary antibodies. Binding was detected using a Pierce SuperSignal Pico Chemiluminescent Substrate (Thermo Fisher Scientific, Rockford, IL) and exposure to film.

### Preparation of Bone Marrow Macrophages

Bone marrow cells isolated from long-bones of mice were cultured for a total of 7 days in complete media containing 40 ng/ml MCSF (Ebioscience), with additional growth media provided after 3 days of culture. Adherent cells were harvested and macrophage differentiation confirmed by flow cytometry for CD11b, F4/80, Gr1 and IA.

### Cancer Cell-macrophage Co-cultures

Panc02 or 4T1 cells were irradiated with a 10 Gy dose using a cesium source, and 1×10^4^ cancer cells were co-cultured with 1×10^4^ Raw264.7 cells or 2×10^4^ primary bone marrow macrophages in replicate wells of 96-well u-bottomed plates for 24 hours before treatment with 100 ng/ml LPS. Supernatants were collected after a further 48 hours and tested for cytokine levels by ELISA using matched antibody pairs specific for TNF and IL-10 (R&D Systems, Minneapolis, MN) against a standard curve of recombinant cytokine.

### Statistics

Kaplan and Meier survival curves were compared using a log-rank test. The gene expression phenotypes in each group were compared using analysis of variance (ANOVA). The difference in cytokine levels between specific groups was compared using Student’s T-test.

## Results

To investigate the tumor immune environment following radiation therapy, we developed a model of *in vivo* radiation therapy in immunocompetent mice. C57BL/6 mice challenged s.c. in the leg with Panc02 pancreatic adenocarcinoma were allowed to establish for 14 days. Mice were then treated with 20 Gy ×3 focal radiation to the leg over 3 days. Treatment of the mouse with the leg extended encompassed the tumor, but the half beam block ensured rapid dose drop-off and the treatment field did not include the tumor draining subiliac lymph node. In this model, radiation therapy had a statistically significant, but limited effect on the growth of the tumor and on the survival of tumor-bearing mice. To investigate the efficacy of radiation therapy on cancer cells, tumors were harvested from mice bearing Panc02 tumors 1 day or 7 days following the final dose of radiation and cancer cell viability determined by clonogenic assay (Figure 1A). There was a significant decrease in the clonogenic capacity of the cancer cells 1 day following the final radiation dose that was sustained at seven days, while the untreated tumors continued to grow. These data suggest that the eventual tumor progression results from an aggressive outgrowth of these residual viable cancer cells within the post-radiation environment. Macrophages are a significant component of the tumor environment, and have an important role in the response to dying cells [5], [7], [10] and in directing the repair of damaged tissues [11], [12]. To examine the consequence of radiation-induced cancer cell death on tumor macrophages, we harvested tumors from mice bearing Panc02 tumors 1 day or 7 days following the final dose of radiation and performed flow cytometry on tumor-infiltrating cells. The proportion of CD11b^+^ cells is significantly increased in tumors 1 day following the final radiation dose (Figure 1B) and further increased at 7 days following radiation. This increase in CD11b^+^ cells represents infiltration of multiple myeloid populations into the tumor. To assess macrophage infiltration, Panc02 tumors were harvested 7 days following the last dose of radiation and sections were stained for F4/80^+^ macrophages. F4/80^+^ macrophages were found in the stromal area of the untreated tumor and predominantly clustered around vascular structures (Figure 1C), though patchy areas of increased macrophage infiltration were visible when examining the entire untreated tumor (Figure S1). Following radiation there is an expansion in the stromal area readily detectible in the H&E staining (Figure 1C, image i-ii), associated with an increase in F4/80^+^ macrophages throughout the stroma (Figure 1C, image iii-iv). Analysis of the entire tumor demonstrates that this macrophage infiltration occurs throughout the treated tumor (Figure S1). These data demonstrate that there is a significant increase in macrophages in the tumor in response to radiation therapy and that these macrophages infiltrate into tumor stroma.

**Figure 1:**
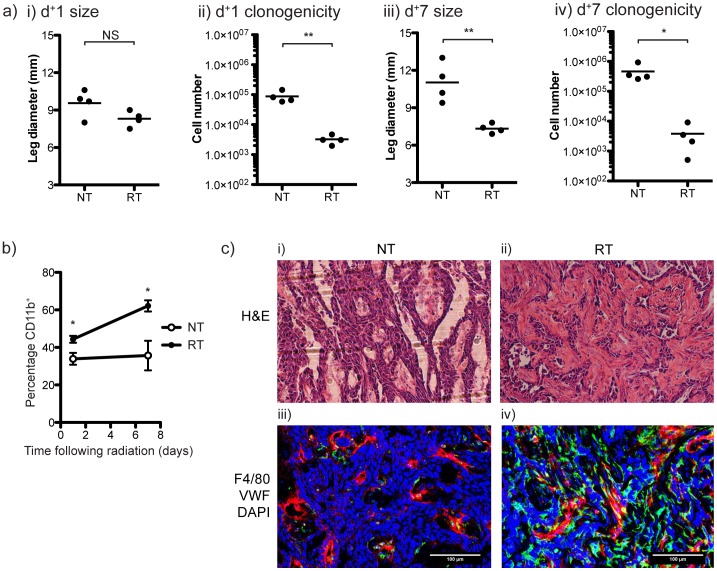
Radiation therapy of tumors. a) C57BL/6 mice were challenged with 2×10^5^ Panc02 *s.c.* in the right leg and mice received 3 daily doses of 20 Gy focal radiation to the leg beginning on day 14 (RT) or were left untreated (NT). i-ii) 1 day or iii-iv) 7 days following the final radiation dose, tumors were harvested, digested and clonogenic assays performed. b) One and seven days following the final radiation dose, tumors were harvested and tumor-infiltrating cells determined by FACS analysis. Graphs show the mean and standard error of tumor infiltrating CD11b^+^ cells in Panc02 tumors, and include data from two replicate experiments. c) Panc02 tumors were harvested for histology 7 days following the final radiation dose. Images show representative regions of neighboring sections from tumors receiving NT (i & iii) or RT (ii & iv) that were i-ii) H&E stained or iii-iv) underwent immunofluorescence staining with antibodies specific for VWF and F4/80, and detected with antibodies conjugated to AF488 (Green) and AF568 (Red), respectively. Nuclear material was counterstained with DAPI (Blue) and sections were imaged by confocal microscopy.

To investigate changes in the phenotype of tumor macrophages following radiation therapy, we FACS sorted tumor macrophages from Panc02 tumors (Figure 2). We have previously shown that we can distinguish mature tumor macrophages from immature myeloid and MDSC populations by expression of Gr1 and IA (MHC class II) [20]. To isolate these sub-populations, we first gated CD11b^+^ cells in the untreated or irradiated tumors (Figure 2A, image i), then sorted the CD11b^+^IA^+^ macrophage population and the CD11b^+^Gr1^hi^ MDSC population (Figure 2A, image ii). Cytospins of the sorted populations demonstrates that the CD11b^+^Gr1^hi^ MDSC predominantly have a granulocyte morphology and the CD11b^+^IA^+^ cells have a macrophage morphology in both the untreated (Figure 2A, image iii) and irradiated tumors (Figure 2A, image iv). RNA was purified from CD11b^+^IA^+^ macrophages from untreated or irradiated tumors 1 day or 7 days following radiation therapy and Gene Expression Microarray analysis was performed. 

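The macrophages were CD11b+IA+ cells sorted from subcutaneous Panc02 tumors, a mouse pancreatic adenocarcinoma line, and their RNA was measured on 8 Affymetrix arrays with 1 sample per array. Tumors had received 3 daily doses of 20 Gy or no treatment. Each of the 4 combinations of treatment and day was sampled in 2 replicate experiments. This gave 4 untreated arrays, day 1 and day 7 together, and 2 irradiated arrays at each time. The deposited values are intensities on a linear scale for 45101 probe sets, made with Affymetrix Expression Console 1.1 by the submitters' processing notes. The 4 arrays of replicate 2 each had a trimmed mean of 350, and the 4 of replicate 1 were brighter. Every array was scaled to 350, which multiplied the replicate 1 arrays by 0.668 (untreated day 1), 0.716 (untreated day 7), 0.602 (irradiated day 1) and 0.646 (irradiated day 7). Values were put on the log2 scale after 16 was added, so a log2 change understates the change of dim genes. The brightest probe set of each gene was kept, and 12312 genes above a level filter were tested with limma over 3 groups, untreated, irradiated day 1 and irradiated day 7, with Benjamini-Hochberg adjustment. The number of arrays limits the precision of each value.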

The gene expression pattern confirmed the isolated macrophage phenotype; there was abundant expression of CD14, F4/80, and low or absent expression of B cell, T cell and endothelial markers (Figure 2B). 

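Cd14, the co-receptor for lipopolysaccharide, had a scaled signal of 4039 ± 378 (SD, n = 4) in untreated tumors, 4236 ± 555 (SD, n = 2) at day 1 and 5005 ± 937 (SD, n = 2) at day 7 after radiation. Adgre1, which encodes F4/80, had 3921 ± 752 (SD, n = 4) in untreated tumors. The T cell gene Cd4 had 576 ± 231 (SD, n = 4), Cd3e 137 ± 28.1 (SD, n = 4), Cd8a 91.9 ± 16 (SD, n = 4) and the endothelial marker Cd34 223 ± 36.1 (SD, n = 4). Of B cells, the immunoglobulin genes Igk and Ighm had 723 ± 52.4 (SD, n = 4) and 486 ± 176 (SD, n = 4). At day 1 their log2 changes were -3.32 (standard error 0.75, adjusted p = 0.134) and -2.06 (standard error 0.36, adjusted p = 0.058), and both fell with the replicate experiment as a block (adjusted p = 0.0269 and 0.0115 from limma). With the mean of all their probe sets they were at -0.98 and -1.29 (both adjusted p = 0.179 from limma). The T cell receptor subunits Cd3d and Cd3g and the adhesion receptor Cd2 fell at day 1, with log2 changes of -2.13 (standard error 0.21, adjusted p = 0.0121 from limma), -1.88 (standard error 0.24, adjusted p = 0.0283) and -1.84 (standard error 0.24, adjusted p = 0.0277). Of 8 tested T cell genes 3 fell, 0 rose and 5 did not pass the test (7 lower when adjusted over the list alone). Their median log2 change at day 1 was -1.83 (camera in limma, adjusted p = 9.09e-12, and adjusted p = 0.192 with an estimated correlation). It was -1.62 in experiment 1 and -1.99 in experiment 2. At day 7 the T cell median was -0.07 (camera in limma, adjusted p = 0.862). The 13 endothelial genes had medians of -0.16 (camera in limma, adjusted p = 0.106) at day 1 and -0.80 (camera in limma, adjusted p = 9.72e-07, and adjusted p = 0.273 with an estimated correlation) at day 7, where 0 passed singly (9 lower when adjusted over the list alone). Cd34 was at -1.11 (standard error 0.21, adjusted p = 0.0876) at day 7. In the fit with the replicate experiment as a block, 7 T cell genes fell at day 1 and 4 endothelial genes at day 7, Cd34 among them (adjusted p = 0.0234). Cd3g and Cd2 did not pass when any array but untreated day 1 replicate 1 was left out, nor Cd3d without untreated day 1 replicate 2, irradiated day 1 replicate 2 or either untreated day 7 array (adjusted p = 0.0501 to 0.224 from limma). None of the 3 passed with time-matched untreated arrays or on the unscaled values (adjusted p = 0.116 to 0.432).

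**Figure D1:**
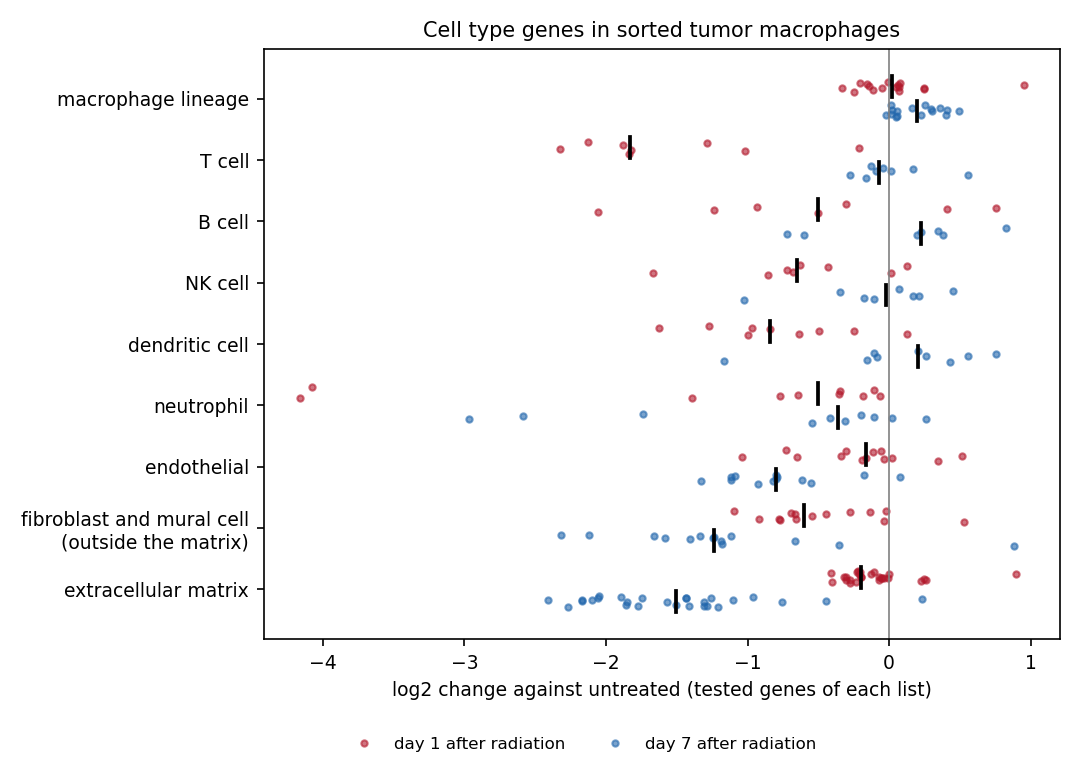
Log2 change against untreated for each tested gene of 9 cell type lists, at day 1 (red) and day 7 (blue) after radiation, with the list median as a black bar. The T cell median lies at -1.83 at day 1 and -0.07 at day 7, and the matrix median at -0.20 and -1.51.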

As has previously been described for tissue macrophages [21], tumor macrophages express CD11c [21], [22]. 

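Itgax, which encodes CD11c, had a scaled signal of 4426 ± 924 (SD, n = 4) in untreated tumors, 4363 ± 669 (SD, n = 2) at day 1 after radiation and 4296 ± 523 (SD, n = 2) at day 7. Its log2 change was -0.00 (standard error 0.20, adjusted p = 0.997 from limma) at day 1 and -0.02 (standard error 0.20, adjusted p = 0.965) at day 7. The 9 tested dendritic cell genes had a median log2 change of -0.84 (camera in limma, adjusted p = 0.000832, and adjusted p = 0.553 with an estimated correlation) at day 1. Within the replicate experiments it was -1.06 in experiment 1 and -0.47 in experiment 2, without irradiated day 1 replicate 2 it was -1.44, and at day 7 it was 0.20 (camera in limma, adjusted p = 0.437). The 10 tested neutrophil genes had medians of -0.50 (camera in limma, adjusted p = 0.000775, and adjusted p = 0.453 with an estimated correlation) at day 1 and -0.36 (camera in limma, adjusted p = 0.0336, and adjusted p = 0.553 with an estimated correlation) at day 7. Of both lists 0 genes passed the test singly at day 1, with 3 dendritic cell and 4 neutrophil genes lower when adjusted over the list alone, and 1 and 2 with the replicate experiment as a block. The neutrophil granule genes Camp and Ngp had log2 changes of -4.08 (standard error 0.89, adjusted p = 0.125) and -4.16 (standard error 0.97, adjusted p = 0.136) at day 1. On 1 of the 2 irradiated day 1 arrays the Ngp signal lay below the highest control probe set for bacterial genes, so the size of its change depends on the 16 added to each value. Both fell with that block (adjusted p = 0.021 and 0.0408 from limma). Without untreated day 1 replicate 1, the brightest array for both, they were at -3.33 and -3.42 (adjusted p = 0.0272 and 0.0648 from limma), and Ngp was at -3.36 and -4.96 without irradiated day 1 replicates 1 and 2. Without irradiated day 1 replicate 1 the day 1 medians did not pass (adjusted p = 0.421 for dendritic cell and 0.168 for neutrophil genes), and without untreated day 1 replicate 2, untreated day 7 replicate 1 or irradiated day 7 replicate 2 the neutrophil median at day 7 did not (adjusted p = 0.0507, 0.0899 and 0.395). With time-matched untreated arrays the dendritic cell median at day 1 was -0.51 (adjusted p = 0.0674) and the neutrophil median at day 7 -0.36 (adjusted p = 0.0648), and the latter did not pass with only probe sets that match 1 transcript either (adjusted p = 0.0694). Under quantile normalization with the replicate experiment as a block the neutrophil median at day 7 did not pass (adjusted p = 0.0521).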

Following radiation therapy expression of CD11c does not change, indicating that there is no change in potential contaminating dendritic cells (CD11c^+^ higher expression) or neutrophils (CD11c^+^ lower expression) and no dramatic changes in inflammatory stimuli in the tumor [23]. Clustering analysis identified 4 major patterns of gene expression. 

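Radiation changed 61 of 12312 tested genes at day 1, of which 41 rose and 20 fell at an adjusted p under 0.05 from limma. At day 7 it changed 3 genes: Sprr2d, a small proline-rich protein of epithelia, rose, and the collagen chaperone Serpinh1 and the matrix protein Postn fell. On all 4 untreated arrays the Sprr2d signal lay below the highest control probe set for bacterial genes, so the size of its log2 change, 4.22 (standard error 0.39, adjusted p = 0.0286 from limma), depends on the 16 added to each value. It was 6.43 with 1 added and 2.61 with 64 added, where it, Serpinh1 and Postn did not pass (adjusted p = 0.0621, 0.056 and 0.056 from limma). Sprr2d was at 3.55 and 4.88 without irradiated day 7 replicates 1 and 2. Serpinh1 had a log2 change of -2.54 (standard error 0.26, adjusted p = 0.0286) and did not pass on the unscaled values (adjusted p = 0.0651). Pattern 1, genes that did not pass the moderated F test across the 3 groups or whose group means lay within 1.5-fold, held 12283 genes (99.8%). The counts at an unadjusted p under 0.05 were 1409 at day 1 and 1797 at day 7, where chance gives 616. The fit with the replicate experiment as a block called 308 genes at day 1 (149 higher, 159 lower) and 595 at day 7 (206 higher, 389 lower), with 11873 in pattern 1. On the values as deposited, without scaling, 6 genes passed at day 1 (5 higher, 1 lower) and 4 at day 7 (1 higher, 3 lower), and with median centring 9 at day 7 (5 higher, 4 lower). Against the untreated arrays of the same day limma called 1 gene at day 1 and 0 at day 7 (94 and 30 with the block), and of the named genes that passed, 24 at day 1 and 3 at day 7 did not pass there (adjusted p = 0.0802 to 0.226). The day 1 count was 109 without untreated day 1 replicate 1, 7 without untreated day 1 replicate 2, 24 and 25 without either irradiated day 7 array, and 1 without irradiated day 1 replicate 2 or either untreated day 7 array. At day 7 it was 0 without irradiated day 7 replicate 1 or any untreated array, 1 without irradiated day 7 replicate 2 and 5 without either irradiated day 1 array. For irradiated against untreated tumors of both days 8 genes passed, or 98 with the block. With 1 array left out that count without the block was 0 (untreated day 1 replicate 2), 3 and 0 (untreated day 7 replicates 1 and 2), 13 and 1 (irradiated day 1 replicates 1 and 2) and 2 (irradiated day 7 replicate 1). With the block another division of the 8 arrays, 2 of each experiment on each side, called 364.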

Pattern 1 represented genes that were essentially unchanged between time points, and included the majority of genes. Pattern 2 represented genes that were downregulated at both time points following radiation, pattern 3 represented genes that were upregulated immediately following radiation, but declined on day 7, and pattern 4 represented genes that were upregulated at day 7. These genes are summarized in Figure S2. 

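Of 29 genes that differed across the 3 groups (moderated F test in limma, adjusted p under 0.05), 2 were lower at both times (pattern 2), 13 were higher at day 1 and declined (pattern 3), 6 were higher at day 7 (pattern 4) and 8 had another course. Among genes that passed with no overlap between arrays, Cpt1c, a carnitine palmitoyltransferase, rose at day 1 with a log2 change of 2.73 (standard error 0.26, adjusted p = 0.00968 from limma). Gria3, Slc19a2, Inka2, Pvt1 and Htra4 rose by 2.12, 1.91, 1.85, 1.78 and 1.73. Aloxe3, an epidermal lipoxygenase, Zfp365 and Amigo2 rose from signals at or below the highest bacterial control on 3, 3 and 2 of the 4 untreated arrays, so their log2 changes of 2.74, 2.44 and 2.05 depend on the 16 added and give no order. With 1 added Aloxe3 was at 4.26, and it, Htra4 and Ska1 did not pass (adjusted p = 0.0695, 0.0535 and 0.053 from limma). With 64 added Aloxe3 was at 1.53, and Slc19a2, Nkg7, Ska1 and Neil3 did not pass (adjusted p = 0.0779, 0.0703, 0.0505 and 0.0505). The mast cell protease Mcpt1 and the lymphocyte gene Gimap3 fell, at -2.53 (standard error 0.34, adjusted p = 0.0301 from limma) and -2.21 (standard error 0.27, adjusted p = 0.0227), with Mcpt1 below the highest bacterial control on 1 of 2 irradiated day 1 arrays. The size of the Mcpt1 change therefore depends on the 16 added, and was -3.79 with 1 added and -1.40 with 64 added. Ctsw and Nkg7, genes of cytotoxic lymphocytes, had -2.08 and -1.67, and the cell cycle genes Pclaf and Ska1 and the DNA glycosylase Neil3 -1.89, -1.53 and -1.66. Between day 7 and day 1 limma called 0 genes, with 839 at an unadjusted p under 0.05 and 52 with the replicate experiment as a block. The largest moderated statistics there, which did not pass, were those of Clec4b1 at 1.84 and Dcxr at -1.10 (both adjusted p = 0.0816), and both passed with that block (both adjusted p = 0.031). The F test with that block called 510 genes, with 89, 97 and 62 in patterns 2, 3 and 4. The methods' ANOVA at an unadjusted p under 0.05 and a fold over 1.5 gave 79, 144 and 119, and after adjustment 2, 4 and 1. The count across the 3 groups was 66 without untreated day 1 replicate 1, 1 or 0 without any other untreated array, 1 without irradiated day 1 replicate 2, and 4 and 6 without irradiated day 7 replicates 1 and 2. Of 24 named genes that changed at day 1, 1 and 20 did not pass without untreated day 1 replicates 1 and 2, 24 without either untreated day 7 array, 16 and 22 without irradiated day 1 replicates 1 and 2, and 14 without either irradiated day 7 array. With time-matched untreated arrays 24 did not pass, on the unscaled values 20 (adjusted p = 0.0624 to 1) and without the level filter 6 (adjusted p = 0.0587 to 0.0862). With the mean of all probe sets Neil3, Pclaf and Ska1 were at -0.97, -1.16 and -0.74 (adjusted p = 0.127, 0.0525 and 0.179), and Slc19a2 with quantile normalization and Nkg7 with median centring did not pass (adjusted p = 0.0594 and 0.0526). Between the days the count was 7 without untreated day 1 replicate 1 and 2 without irradiated day 1 replicate 1.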

Analysis of regulated genes (Patterns 2–4) by ontology identified predictable patterns in the regulated genes. 

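As a list, targets of the DNA damage regulator p53 rose at day 1. This did not hold with the replicate experiment as a block and an estimated correlation together (camera in limma, adjusted p = 0.0772). Of 26 tested, 5 rose and 0 fell in limma (15 higher when adjusted over the list alone, 13 with the replicate experiment as a block), with a median log2 change of 0.58 (camera in limma, adjusted p = 1.87e-15, and adjusted p = 0.0218 with an estimated correlation). Those with the smallest p were the cell cycle inhibitor Cdkn1a at 1.1 (standard error 0.12, adjusted p = 0.0161), Trp53inp1 at 1.49 (standard error 0.17, adjusted p = 0.0161), Plk2 at 1.14 (standard error 0.15, adjusted p = 0.0272) and Ccng1 at 0.89 (standard error 0.13, adjusted p = 0.0323). At day 7 the p53 median was 0.14 (camera in limma, adjusted p = 0.0166, and adjusted p = 0.285 with an estimated correlation). The 26 mitosis genes had medians of -1.1 (camera in limma, adjusted p = 1.06e-14, and adjusted p = 0.453 with an estimated correlation) at day 1 and -0.78 (camera in limma, adjusted p = 8.32e-06, and adjusted p = 0.569 with an estimated correlation) at day 7. The 27 DNA replication genes had medians of -0.66 (camera in limma, adjusted p = 1.06e-14, and adjusted p = 0.356 with an estimated correlation) at day 1 and -0.36 (camera in limma, adjusted p = 6.79e-05, and adjusted p = 0.553 with an estimated correlation) at day 7. Single genes of these lists passing the test at day 1 numbered 0 and 0 (15 and 20 lower when adjusted over the list alone, 6 and 10 with the block). The mitosis regulators Bub1b and Ccna2 had log2 changes of -1.04 (standard error 0.22, adjusted p = 0.116) and -1.65 (standard error 0.38, adjusted p = 0.135), and thymidine kinase Tk1 -1.61 (standard error 0.28, adjusted p = 0.058). These 3 fell with the block (adjusted p = 0.0275, 0.037 and 0.0139 from limma), and Ccna2 was at -2.45 and -0.85 without irradiated day 1 replicates 1 and 2. The mitosis median at day 1 was -0.46 in experiment 1 and -1.73 in experiment 2, and -1.96 and -0.34 without irradiated day 1 replicates 1 and 2. Beside it the T cell median lay at -1.83 and that of fibroblast and mural cell genes outside the matrix at -0.60 (camera in limma, adjusted p = 0.00597, and adjusted p = 0.553 with an estimated correlation), which did not pass without irradiated day 1 replicate 1 or untreated day 1 replicate 2 (adjusted p = 0.587 and 0.063). With that block the p53 call at day 1 has an adjusted p = 0.0772 with an estimated correlation. These 4 p53 targets did not pass without untreated day 1 replicate 2, irradiated day 1 replicate 2 or either untreated day 7 array, nor did Trp53inp1, Plk2 and Ccng1 without irradiated day 1 replicate 1 (adjusted p = 0.0511 to 0.249). None of the 4 passed with time-matched untreated arrays or on the unscaled values (adjusted p = 0.114 to 1), Plk2 was at 0.56 with the mean of all probe sets (adjusted p = 0.13), and Ccng1 did not pass without an intensity trend (adjusted p = 0.0666). With a level filter at the 60th percentile the p53 median at day 7 and the fibroblast median at day 1 did not pass (adjusted p = 0.0558 and 0.109).

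**Figure D2:**
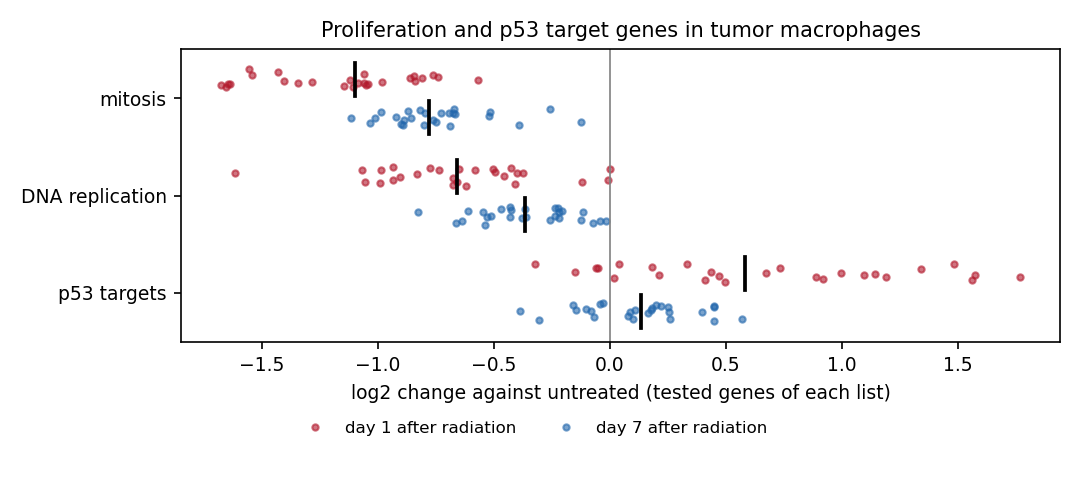
Log2 change against untreated for each tested gene of the mitosis, DNA replication and p53 target lists, at day 1 (red) and day 7 (blue) after radiation, with the list median as a black bar. The p53 median lies at 0.58 at day 1 and 0.14 at day 7.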

Downregulated (pattern 2) genes included those that were related to proliferation and to cell division (Figure S2), and this links closely with genes that were upregulated within a day of radiation (pattern 3), where genes involved in the response to DNA damage, stress and cell death are highly represented. 

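At day 7 after radiation 22 interferon-stimulated genes had a median log2 change of 0.40 (camera in limma, adjusted p = 1.24e-10, and adjusted p = 0.453 with an estimated correlation), and 22 of them lay above 0. At day 1 the median was 0.30 (camera in limma, adjusted p = 1.12e-07, and adjusted p = 0.53 with an estimated correlation), and the median change between the days was 0.09 (camera in limma, adjusted p = 0.0947). Singly 0 passed the test at day 7 (8 higher when adjusted over the list alone, 5 with the replicate experiment as a block). The nucleotide kinase Cmpk2 was at 1.46 (standard error 0.26, adjusted p = 0.0845 from limma) at day 7 and 1.57 (standard error 0.26, adjusted p = 0.0545) at day 1, and the antiviral gene Ifit1 at 0.68 (standard error 0.13, adjusted p = 0.0866) at day 7. With the mean of all its probe sets Cmpk2 was at 1.16 at day 7 and 1.31 at day 1, and passed at both (adjusted p = 0.0413 and 0.0147 from limma). Further genes of classical activation, 17 in number, had a median of 0.46 (camera in limma, adjusted p = 1.44e-07, and adjusted p = 0.435 with an estimated correlation), with 0 passing singly (5 higher when adjusted over the list alone, 2 with the block). Among them the chemokine Cxcl11 was at 1.02 (standard error 0.19, adjusted p = 0.0866) and the cytokine Il1a at 0.95 (standard error 0.21, adjusted p = 0.141). In the fit with the block Cmpk2, Ifit1, Cxcl11 and Il1a rose at day 7 (adjusted p = 0.0146, 0.0227, 0.0215 and 0.035 from limma), and Cmpk2 at day 1 (adjusted p = 0.0115). Also in that fit Sprr2d, Tnfrsf9, Cxcl3, Psca and Olr1 rose, with log2 changes of 4.22, 1.73, 1.71, 1.71 and 1.57 (adjusted p = 0.00582, 0.00582, 0.0215, 0.0304 and 0.00966), named by the size of the change on this scale among genes without overlap between arrays. Psca was at 0.84 and 2.58 without irradiated day 7 replicates 1 and 2. With the mean of all probe sets and no block Tnfrsf9 was at 1.12 at day 7 (adjusted p = 0.118 from limma). The day 7 log2 changes of Sprr2d, Cxcl3, Psca and Olr1 did not move in that setting, and Sprr2d and Olr1 passed (adjusted p = 0.0159 and 0.018 from limma). At day 1 in that setting Sprr2d, Tnfrsf9, Cxcl3, Psca and Olr1 were at 1.37, 0.46, 1.72, 1.84 and 0.90, and none passed. From day 1 to day 7 Cxcl3 was at -0.01 and Psca at -0.13, so their changes were not confined to day 7.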

Genes upregulated late involved a range of immune and inflammatory response genes. Since the DNA damage and anti-proliferative effects of radiation therapy were predicted, we examined more closely those genes that would not be predicted to be involved in the direct response to radiation. Following radiation macrophages downregulate a number of genes involved in extracellular matrix development, including *sparc*, a number of collagen genes (*col1a1*, *col1a2, col3a1*, *col6a1*) and biglycan (*bgn*) (Figure S2, image i), suggesting that macrophage support of stroma may be transiently suspended following radiation therapy. 

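Sparc, a collagen-binding matrix protein, had a scaled signal of 4238 ± 820.4 (SD, n = 4) in untreated tumors, 3629 ± 924 (SD, n = 2) at day 1 and 1543 ± 173 (SD, n = 2) at day 7. Its log2 change was -1.43 (standard error 0.20, adjusted p = 0.0593 from limma) at day 7 and -0.23 (standard error 0.20, adjusted p = 0.754) at day 1. The collagens Col1a1, Col1a2, Col3a1 and Col6a1 and the proteoglycan Bgn had log2 changes at day 7 of -1.41, -2.05, -1.85, -1.89 and -1.86 (adjusted p = 0.0757, 0.0757, 0.0591, 0.0775 and 0.0692 from limma). At day 1 these were -0.20, -0.23, -0.10, -0.07 and -0.20. A dimmer probe set of Col1a1 was at -2.41 at day 7. These 6 genes did not pass the test. In the fit with the replicate experiment as a block each fell at day 7, with adjusted p between 0.0084 and 0.0215. Postn, which encodes periostin, fell without the block, at -2.41 (standard error 0.24, adjusted p = 0.0286). Of 27 tested matrix genes 1 fell, 0 rose and 26 did not pass (23 lower when adjusted over the list alone, 20 with the block). The study chose some of these genes on these samples, so the list is not independent evidence of its direction. Its median was -1.51 (camera in limma, adjusted p = 1.77e-23, and adjusted p = 0.273 with an estimated correlation) at day 7 and -0.20 (camera in limma, adjusted p = 0.306) at day 1. Within the replicate experiments the day 7 median was -1.17 in experiment 1 and -1.93 in experiment 2. Beside it, 14 fibroblast and mural cell genes outside the matrix had a median of -1.24 (camera in limma, adjusted p = 4.14e-08, and adjusted p = 0.356 with an estimated correlation) at day 7, and the endothelial genes -0.80. Postn did not pass when any untreated or irradiated day 7 array was left out (adjusted p = 0.0525 to 0.189), nor with time-matched untreated arrays (adjusted p = 0.211) or 64 added to each value (adjusted p = 0.056).

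**Figure D3:**
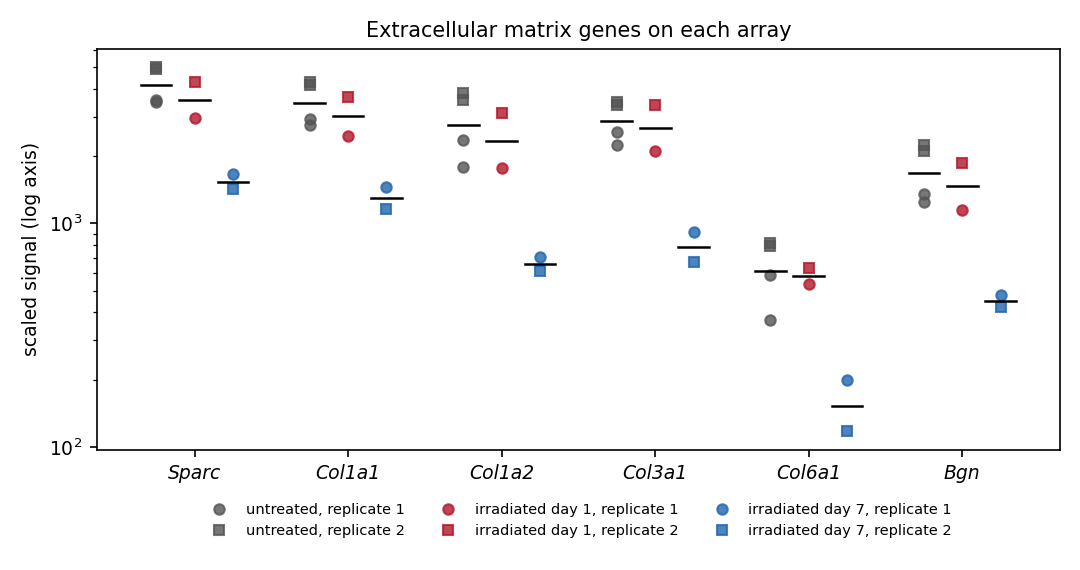
Scaled signal (log axis) of 6 matrix genes on each of the 8 arrays, with circles for replicate 1, squares for replicate 2 and a bar at the geometric mean of each group. For Sparc the day 7 arrays have a mean signal of 1543 against 4238 in untreated tumors.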

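Ccl2 and Ccl7 encode chemokines that attract monocytes. Ccl2 had a scaled signal of 3151 ± 297 (SD, n = 4) in untreated tumors, 5088 ± 642 (SD, n = 2) at day 1 after radiation and 4548 ± 53.3 (SD, n = 2) at day 7. Its log2 changes were 0.69 (standard error 0.12, adjusted p = 0.058 from limma) at day 1 and 0.53 (standard error 0.12, adjusted p = 0.141) at day 7. For Ccl7 they were 1.03 (standard error 0.30, adjusted p = 0.226) and 0.71 (standard error 0.30, adjusted p = 0.336). Neither gene passed the test, and both rose at both times in the fit with the replicate experiment as a block (Ccl2 adjusted p = 0.00845 and 0.0185, Ccl7 0.021 and 0.0492). Within experiments 1 and 2 the day 1 changes were 0.66 and 0.71 for Ccl2 and 1.04 and 1.03 for Ccl7. From day 1 to day 7 Ccl2 was at -0.16 (standard error 0.14, adjusted p = 0.841) and Ccl7 at -0.32 (standard error 0.35, adjusted p = 0.85), and neither passed with the block. The 22 chemokine genes had medians of 0.24 (camera in limma, adjusted p = 0.000145, and adjusted p = 0.553 with an estimated correlation) at day 1 and 0.38 (camera in limma, adjusted p = 0.000101, and adjusted p = 0.553 with an estimated correlation) at day 7, with 0 passing singly at day 1 (4 higher when adjusted over the list alone, 4 with the block). The list holds genes the study picked on these samples and is not independent evidence of its direction, and its day 1 median was -0.03 without irradiated day 1 replicate 2.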

Amongst those genes transiently upregulated following radiation, macrophages upregulate *ccl2* and *ccl7* (Figure S2, image ii), each of which have been associated with recruitment of macrophages to infectious and wound sites via the receptor CCR2 [24], [25]. 

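Tnf, the inflammatory cytokine, had a scaled signal of 387 ± 66.7 (SD, n = 4) in untreated tumors and 835 ± 79.6 (SD, n = 2) at day 1 after radiation, a log2 change of 1.09 (standard error 0.18, adjusted p = 0.0545 from limma). Cd80, a co-stimulatory ligand, was at 0.81 (standard error 0.19, adjusted p = 0.137) and Tnfsf9, the ligand of the receptor 4-1BB, at 0.75 (standard error 0.13, adjusted p = 0.058). None of the 3 passed the test, and each rose in the fit with the replicate experiment as a block (adjusted p = 0.0195, 0.0435 and 0.0283 from limma). Within experiments 1 and 2 the day 1 changes were 1.17 and 1.01 for Tnf, 0.81 and 0.82 for Cd80, and 0.79 and 0.70 for Tnfsf9. At day 7 Tnf was at 0.63 (standard error 0.18, adjusted p = 0.209), Cd80 at -0.01 (standard error 0.19, adjusted p = 0.991) and Tnfsf9 at 0.15 (standard error 0.13, adjusted p = 0.613). The other probe sets of Cd80 above the level filter were at 0.35 and 0.45 at day 7.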

At this day 1 post-radiation time point, there is possible evidence of a pro-inflammatory macrophage response, as indicated by upregulation of *cd80, tnfsf9* (41BBL) and *tnf*, though expression of these genes declines by day 7 post-radiation. 

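Gas6, a bridging ligand that binds phosphatidylserine on dying cells, rose at day 1 after radiation, from a scaled signal of 589.9 ± 158 (SD, n = 4) in untreated tumors to 1825 ± 270 (SD, n = 2). This is a log2 change of 1.64 (standard error 0.25, adjusted p = 0.0397 from limma), or 3.11-fold. It was 1.69 in experiment 1 and 1.58 in experiment 2, and 0.47 (standard error 0.25, adjusted p = 0.42) at day 7. Mertk, its receptor tyrosine kinase, was at 0.80 (standard error 0.24, adjusted p = 0.247) at day 1 and 0.53 (standard error 0.24, adjusted p = 0.364) at day 7, and did not pass with the replicate experiment as a block either (adjusted p = 0.0525 at day 1). Of 22 tested genes for phagocytosis of dying cells 1 rose, 0 fell and 21 did not pass (4 higher and 1 lower when adjusted over the list alone, 2 higher with the block). Their median was 0.06 (camera in limma, adjusted p = 0.0779) at day 1, which passed with the block (adjusted p = 0.0245, and adjusted p = 0.497 with an estimated correlation), and 0.23 (camera in limma, adjusted p = 0.00316, and adjusted p = 0.553 with an estimated correlation) at day 7. That list holds genes the study picked on these samples and is not independent evidence of its direction. Gas6 did not pass when any array but untreated day 1 replicate 1 was left out (adjusted p = 0.0591 to 0.299 from limma), nor on the unscaled, quantile-normalized or median-centred values, with time-matched untreated arrays, without the level filter or without an intensity trend (adjusted p = 0.0526 to 0.186). With the mean of all probe sets it was at 1.22 and did not pass (adjusted p = 0.0594). The list's median at day 7 did not pass without irradiated day 7 replicate 2 (adjusted p = 0.0689).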

Interestingly, at the day 1 time-point, there is upregulation of *mertk* and *gas6*, key genes mediating macrophage phagocytosis of dying cells [26]. 

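Ccr2, the receptor for Ccl2 and Ccl7, had a scaled signal of 3011 ± 343 (SD, n = 4) in untreated tumors, 3409.6 ± 735 (SD, n = 2) at day 1 after radiation and 4159 ± 309 (SD, n = 2) at day 7. Its log2 change was 0.47 (standard error 0.15, adjusted p = 0.241 from limma) at day 7 and 0.17 (standard error 0.15, adjusted p = 0.753) at day 1. These are values of the brightest of its 4 probe sets, and the other 3 were at 0.67, 0.93 and 0.80 at day 7. The mean of all 4 was at 0.72 and did not pass (adjusted p = 0.0921 from limma). Within experiments 1 and 2 the day 7 change was 0.68 and 0.26, and with the replicate experiment as a block it did not pass (adjusted p = 0.0537). The 13 tested genes of the Ly6C monocyte list, Ccr2 among them, had medians of -0.09 (camera in limma, adjusted p = 0.784) at day 1 and 0.17 (camera in limma, adjusted p = 0.0559) at day 7. With the block the day 7 median passed (adjusted p = 0.034, and adjusted p = 0.52 with an estimated correlation). Singly 0 passed at day 7 (1 higher when adjusted over the list alone, 1 with the block).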

By 7 days following radiation, we see upregulation of *ccr2* (Figure S2, image iii), which may represent chemotaxis in response to earlier upregulation of *ccl2* and *ccl7*. In addition, at this time point macrophages upregulate *tlr2* and *tlr4*, potentially indicating heightened responsiveness to endogenous adjuvants released by dying cells. It is of note that *ccr2*, *tlr2* and *tlr4*, along with *cd43*, are the genes causing a high Z-score for the tumor necrosis factor biosynthetic process ontologies at day 7 following radiation (Figure S2, image iii). These changes suggest that significant inflammatory changes in tumor macrophages occur following radiation therapy that may influence the tumor environment.

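Tlr4, the receptor for lipopolysaccharide, had a log2 change of 0.88 (standard error 0.15, adjusted p = 0.0757 from limma) at day 7 and 0.73 (standard error 0.15, adjusted p = 0.0966) at day 1. Tlr2, which binds bacterial lipoproteins, was at 0.66 (standard error 0.21, adjusted p = 0.236) at day 7 and 0.27 (standard error 0.21, adjusted p = 0.686) at day 1. Neither passed the test. In the fit with the replicate experiment as a block both rose at day 7 (adjusted p = 0.0215 and 0.0459), and Tlr4 at day 1 (adjusted p = 0.0404). Within experiments 1 and 2 the day 7 changes were 0.99 and 0.76 for Tlr4 and 0.60 and 0.71 for Tlr2. The 19 tested Toll-like receptor and adaptor genes had medians of 0.21 (camera in limma, adjusted p = 0.000891, and adjusted p = 0.553 with an estimated correlation) at day 1 and 0.32 (camera in limma, adjusted p = 2.03e-07, and adjusted p = 0.356 with an estimated correlation) at day 7. At day 7 0 passed singly (5 higher when adjusted over the list alone, 6 with the block). The day 1 median did not pass without untreated day 1 replicate 1 or irradiated day 1 replicate 2 (adjusted p = 0.0785 and 0.0802). The list holds genes the study picked on these samples and is not independent evidence of its direction.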

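Spn, which encodes CD43, a sialoglycoprotein of leukocytes, had a scaled signal of 386 ± 11.9 (SD, n = 4) in untreated tumors, 275 ± 32.5 (SD, n = 2) at day 1 after radiation and 441 ± 26.3 (SD, n = 2) at day 7. Its log2 change was 0.18 (standard error 0.14, adjusted p = 0.54 from limma) at day 7 and -0.47 (standard error 0.14, adjusted p = 0.221) at day 1, and 0.65 (standard error 0.16, adjusted p = 0.327) from day 1 to day 7. A dimmer probe set was at 0.57 at day 7 and -0.39 at day 1. It did not pass the test with the replicate experiment as a block (adjusted p = 0.101 at day 1 and 0.404 at day 7).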

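Of the genes named in this experiment's account of inflammation, Gas6 passed the test in limma without the replicate block, and Ccl2, Ccl7, Tnf, Cd80, Tnfsf9, Tlr2 and Tlr4 passed against untreated tumors at day 1, day 7 or both with it. The list of further classical-activation genes, which holds Tnf, Cd80 and Tnfsf9, had a median log2 change of 0.29 (camera in limma, adjusted p = 9.83e-06, and adjusted p = 0.464 with an estimated correlation) at day 1, with 0 of 17 passing singly (6 higher when adjusted over the list alone, 3 with the block). The 14 genes of the NF-κB family and its feedback had medians of 0.07 (camera in limma, adjusted p = 0.175) at day 1 and 0.13 (camera in limma, adjusted p = 0.0407, and adjusted p = 0.647 with an estimated correlation) at day 7, or -0.03 against the untreated arrays of day 7 alone (adjusted p = 0.654), and the day 7 median did not pass with quantile normalization or a level filter at the 60th percentile (adjusted p = 0.137 and 0.0788), nor without untreated day 1 replicate 1 or irradiated day 7 replicate 2 (adjusted p = 0.365 and 0.377). Nfkb1, which encodes NF-κB p50, was not analysed and is not among these 14 genes, so the list does not cover p50. From chemokine, cytokine and phagocytosis genes at day 1 and the chemokine receptor and Toll-like receptors at day 7, the paper proposes that tumor macrophages undergo inflammatory changes after radiation that may act on the tumor environment.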

**Figure 2:**
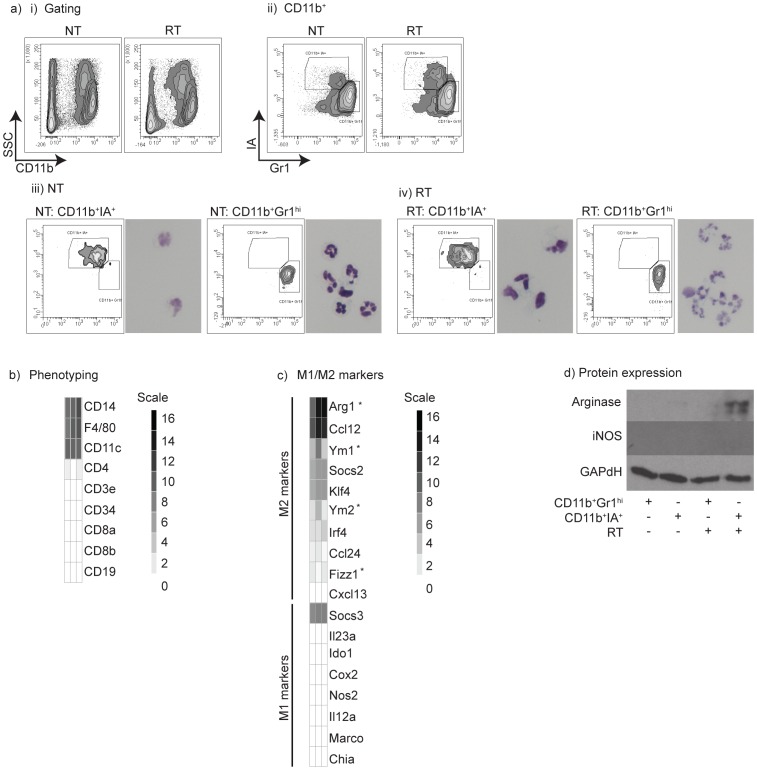
Gene expression microarray of tumor macrophages following radiation. a) Panc02 tumors were harvested 1 and 7 days following the final radiation dose and i) gated CD11b^+^ cells were FACS sorted according to expression of ii) Gr1 and IA. Sorted populations of CD11b^+^Gr1^hi^ and CD11b^+^IA^+^ cells from iii) NT or iv) RT tumors were tested for morphology by cytopsin and Diff-Quik staining. RNA was prepared from sorted CD11b^+^IA^+^ cells and Affymetrix gene expression microarray analysis was performed. Gene expression profiles were analyzed for the expression of b) lineage markers and c) M1 and M2-associated markers. d) CD11b^+^Gr1^hi^ and CD11b^+^Gr1^lo^ cells were sorted as in a) and lysates prepared from sorted cells for western blotting. The image represents 3 western blots cropped and positioned above each other to show detection of Arginase I, iNos and GAPDH. Gene array analysis uses RNA collected from purified macrophages isolated in 2 replicate experiments. Each gene list is sorted by gene expression level and includes an individual key showing the gene intensity scale for that group.

Despite these fluctuations in gene expression, the tumor macrophages maintain or increase a polarized M2 phenotype, shown by their expression of M1 and M2 macrophage markers (Figure 2C) as defined by Murray and Wynn [22]. 

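Ccl12, Klf4 and Socs2, markers of M2 macrophages, had scaled signals in untreated tumors of 4855 ± 810.2 (SD, n = 4), 2608 ± 269 (SD, n = 4) and 2396 ± 410.3 (SD, n = 4). Of the M1 markers, the cytokine signalling inhibitor Socs3 had 3520.3 ± 263 (SD, n = 4), Ptgs2, which encodes Cox2, 1704 ± 226 (SD, n = 4), and Ido1 33.3 ± 16 (SD, n = 4). The 10 M2 markers had a median log2 change of 0.20 (camera in limma, adjusted p = 0.223) at day 1 and 0.22 (camera in limma, adjusted p = 0.188) at day 7. For the 4 tested M1 markers the medians were 0.06 (camera in limma, adjusted p = 0.341) and 0.01 (camera in limma, adjusted p = 0.861). No marker of either list passed the test singly (M2 at day 1, 2 higher and 1 lower when adjusted over the list alone, and at day 7, 1 higher). Chil3, which encodes Ym1, was at 0.90 (standard error 0.26, adjusted p = 0.223 from limma) at day 1 and -0.46 (standard error 0.26, adjusted p = 0.445) at day 7. Retnla, which encodes Fizz1, was at -1.39 (standard error 0.31, adjusted p = 0.133) at day 1, where it fell with the replicate experiment as a block (adjusted p = 0.0366), and at 0.32 (standard error 0.31, adjusted p = 0.64) at day 7. Both lists are the study's own and are not independent evidence of direction.

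**Figure D4:**
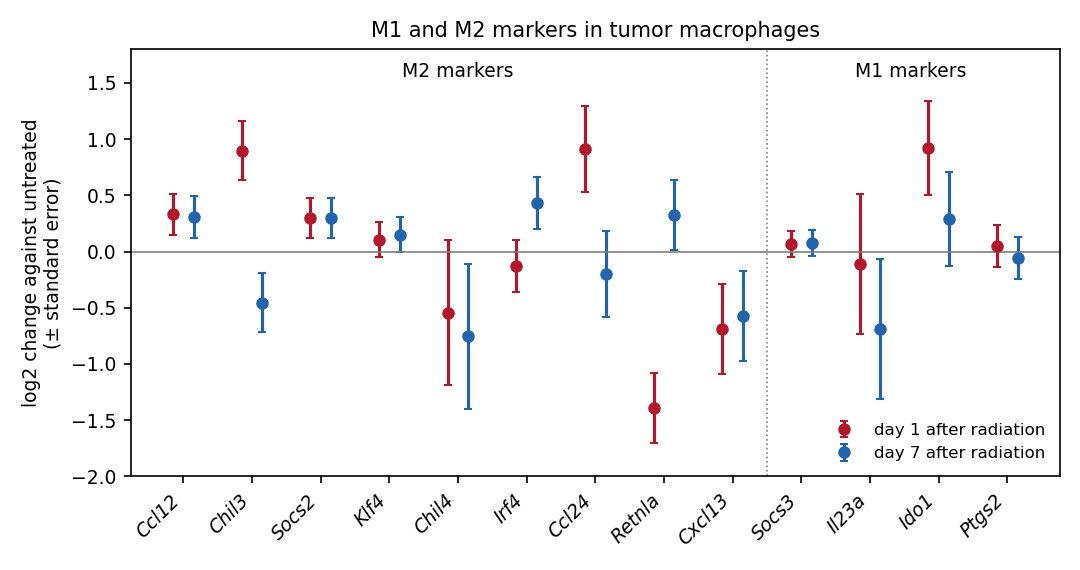
Log2 change against untreated of 9 of the 10 tested M2 and the 4 tested M1 markers at day 1 (red) and day 7 (blue) after radiation, with bars of 1 standard error from limma. Chil3 lies at 0.90 at day 1 and -0.46 at day 7, and Socs3 at 0.07 and 0.08.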

Importantly, the tumor macrophages do not express the M1 marker iNos and express substantial levels of the M2 marker arginase I, which significantly increases following radiation therapy (Figure 2C) and has been shown to inhibit T cell function [16], [27]. 

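Nos2, which encodes iNOS, lay below the level filter and was not tested. Its scaled signal was 7.75 ± 3.94 (SD, n = 4) in untreated tumors, 13.4 ± 2.16 (SD, n = 2) at day 1 and 32.4 ± 2.33 (SD, n = 2) at day 7. The 27 control probe sets for bacterial genes reached a highest signal of 6.99 to 9.6 per array.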

To validate the microarray data, we FACS sorted CD11b^+^IA^+^ and CD11b^+^Gr1^hi^ populations from Panc02 tumors 7 days following radiation therapy, or from tumors left untreated, and prepared protein lysates from purified cells. Western blotting of these lysates demonstrated increased expression of arginase I in macrophages following radiation therapy, and undetectable expression of iNOS (Figure 2C, image ii). To confirm the lack of iNOS expression in tumor macrophages, we sorted CD11b^+^IA^+^ and CD11b^+^Gr1^hi^ populations from 4T1 tumors and western blotted these lysates alongside lysates of Raw264.7 macrophages cultured alone or with irradiated 4T1 cells (Figure S3). In these experiments, CD11b^+^IA^+^ tumor macrophages, but not CD11b^+^Gr1^hi^ tumor neutrophils express arginase I and neither population expresses detectible iNOS. Importantly, Raw264.7 macrophages decrease their iNOS expression and increase Arginase I expression, indicating a shift from M1 to M2 phenotype. These data indicate while there may be an initial shift towards pro-inflammatory macrophage activation as indicated by TNFα and CD80 upregulation, macrophages within the tumor retain M2 differentiation and that by day 7 following radiation the pro-inflammatory window has resolved. 

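From day 1 to day 7 after radiation the log2 change was -0.46 (standard error 0.21, adjusted p = 0.762 from limma) for Tnf, -0.82 (standard error 0.22, adjusted p = 0.383) for Cd80 and -0.60 (standard error 0.15, adjusted p = 0.346) for Tnfsf9. None passed the test, nor did they with the replicate experiment as a block (adjusted p = 0.319, 0.123 and 0.149). With the mean of all its probe sets Cd80 was at -0.47 (adjusted p = 0.589 from limma). The further classical-activation genes had a median change of 0.18 (camera in limma, adjusted p = 0.285) between the days, and the M2 markers 0.02 (camera in limma, adjusted p = 0.764). Further genes of alternative activation, 19 in number, had medians against untreated tumors of 0.28 (camera in limma, adjusted p = 0.000561, and adjusted p = 0.553 with an estimated correlation) at day 1 and 0.27 (camera in limma, adjusted p = 0.000119, and adjusted p = 0.553 with an estimated correlation) at day 7, with 0 and 0 passing singly (3 and 2 higher when adjusted over the list alone, 1 and 4 with the block). Without irradiated day 1 replicate 2 their day 1 median did not pass (adjusted p = 0.622).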

The tumor environment 7 days following radiation may be more suppressive to adaptive immune responses due to the increased number of M2 macrophages with increased expression of arginase I.

These data imply that it is these M2-differentiated macrophages that will be exposed to any immunological adjuvants that are released from dying cancer cells following radiation therapy. To evaluate the response of tumor macrophages to adjuvants, we FACS sorted CD11b^+^IA^+^ tumor macrophages from untreated 4T1 or Panc02 tumors and measured their cytokine response to LPS stimulation. Stimulation of purified CD11b^+^IA^+^ cells with LPS causes secretion of IL-10, but not TNFα (Figure 3A). To investigate whether newly recruited macrophages would be polarized in the tumor environment following radiation therapy, we incubated bone marrow-derived macrophages alone, with live 4T1 cancer cells or with irradiated 4T1 cancer cells for 24 hours before stimulation with LPS. Co-culture with irradiated cancer cells increased IL-10 secretion following LPS stimulation (Figure 3B, image i). Similarly, Raw264.7 monocyte/macrophages are only polarized to produce IL-10 following co-culture with irradiated cancer cells (Figure 3B, image ii). These data demonstrate that tumor-associated macrophages are polarized towards an M2 phenotype, and that dying cancer cells generated by radiation therapy may cause M2 polarization of newly recruited macrophages.

**Figure 3:**
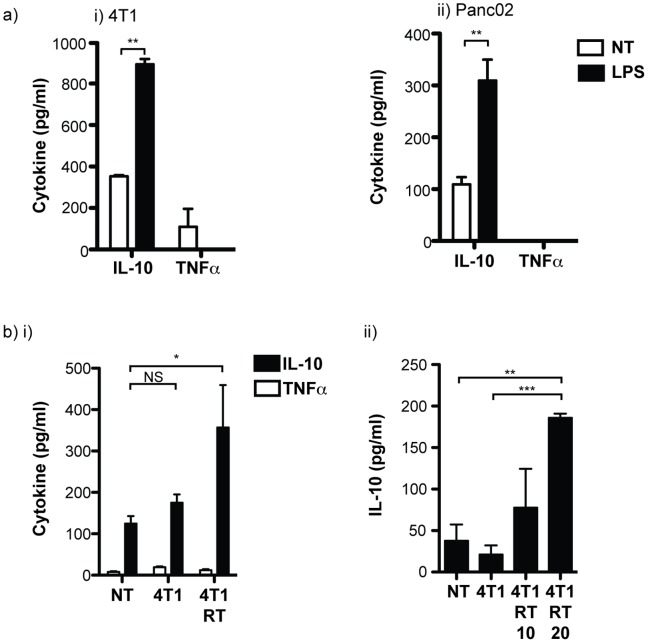
Cytokine responses of tumor macrophages. a) CD11b^+^IA^+^ cells were sorted from i) 4T1 tumors or ii) from Panc02 tumors and treated *in vitro* with 100 ng/ml LPS, or left untreated (NT). 24 hours later supernatants were collected and ELISA tested for secretion of IL-10 and TNFα. b) i) Bone marrow-derived macrophages were incubated alone or with untreated or irradiated 4T1 cancer cells for 24 hours before stimulation with 100 ng/ml LPS. Supernatants were collected and ELISA tested for secretion of IL-10 and TNFα after a further 48 hours. ii) Raw264.7 macrophages were incubated alone or with an equal number of untreated or irradiated 4T1 cancer cells (10 or 20 Gy) for 24 hours, then treated with 100 ng/ml LPS and supernatants collected and ELISA tested for secretion of IL-10 after a further 48 hours. Graphs are representative of multiple replicate experiments.

Endogenous T cell responses play a significant role in tumor control by radiation therapy, but are generally insufficient to cure tumors in the absence of additional immunotherapy [1], [3], [4]. A number of investigators have characterized a transient improvement in the immune environment of the tumor following radiation therapy [28], [29]; however, our data suggests that tumor macrophages will work against adaptive immune cells by release immunosuppressive cytokines in response to endogenous adjuvants. For these reasons we hypothesized that preventing macrophages from becoming M2 and suppressing adaptive immunity would improve the efficacy of radiation therapy. Classically, pro-inflammatory TNFα gene expression in response to TLR ligation occurs via signal transduction incorporating NFκB heterodimers. To investigate whether NFκB p50 was involved in redirection of the macrophage response, we prepared bone marrow macrophages from wild-type mice or from NFκB1 knockout mice that are deleted for the p105 precursor protein of NFκB p50. We demonstrate that in the presence of irradiated 4T1 cells, bone marrow macrophages from wild-type mice secrete IL-10 in response to LPS stimulation, while NFκB1 knockout mice secrete TNFα (Figure 4). As seen in purified tumor macrophages (Figure 3A) cytokine production following co-culture is dependent on LPS stimulation, indicating that dying cells provide a differentiation signal with macrophage polarization becoming evident following stimulation. These data demonstrate macrophage deviation to IL-10 production requires the transcriptional activity of NFκB p50.

To determine the consequence of redirected macrophage polarization *in vivo*, we established Panc02 tumors in wild-type or NFκB1 knockout mice and treated these mice with radiation therapy. Despite radiation therapy, all tumors eventually recur in wild-type mice (Figure 5A). However, in NFκB1 knockout mice, tumors are controlled by radiation. Survival in mice bearing untreated tumors is not different between wild-type or NFκB1 knockout mice, but is significantly different following radiation therapy (wtNT *vs.* wtRT p<0.001; wtNT *vs.* NFκB1^−/−^NT NS; NFκB1^−/−^NT *vs.* NFκB1^−/−^RT p<0.005; wtRT *vs.* NFκB1^−/−^RT p<0.001) (Figure 5B). To determine whether tumor treatment resulted in endogenous immune protection, surviving mice were rechallenged with Panc02 or irrelevant 3LL tumors. Both Panc02 and 3LL grew in naïve NFκB1^−/−^ mice. NFκB1^−/−^ mice that were cleared of their primary tumor by radiation therapy were protected against rechallenge with Panc02 tumors, but remained susceptible to 3LL tumors (Figure 5C). These data demonstrate that mice bearing Panc02 tumors that were cleared by radiation therapy also developed an endogenous tumor antigen-specific response and long-term protective immunity to the primary tumor. Together, these data support the hypothesis that tumor macrophage polarization limits the efficacy of radiation therapy, and demonstrate that expression of NFκB1 limits the efficacy of radiation therapy *in vivo*.

**Figure 4:**
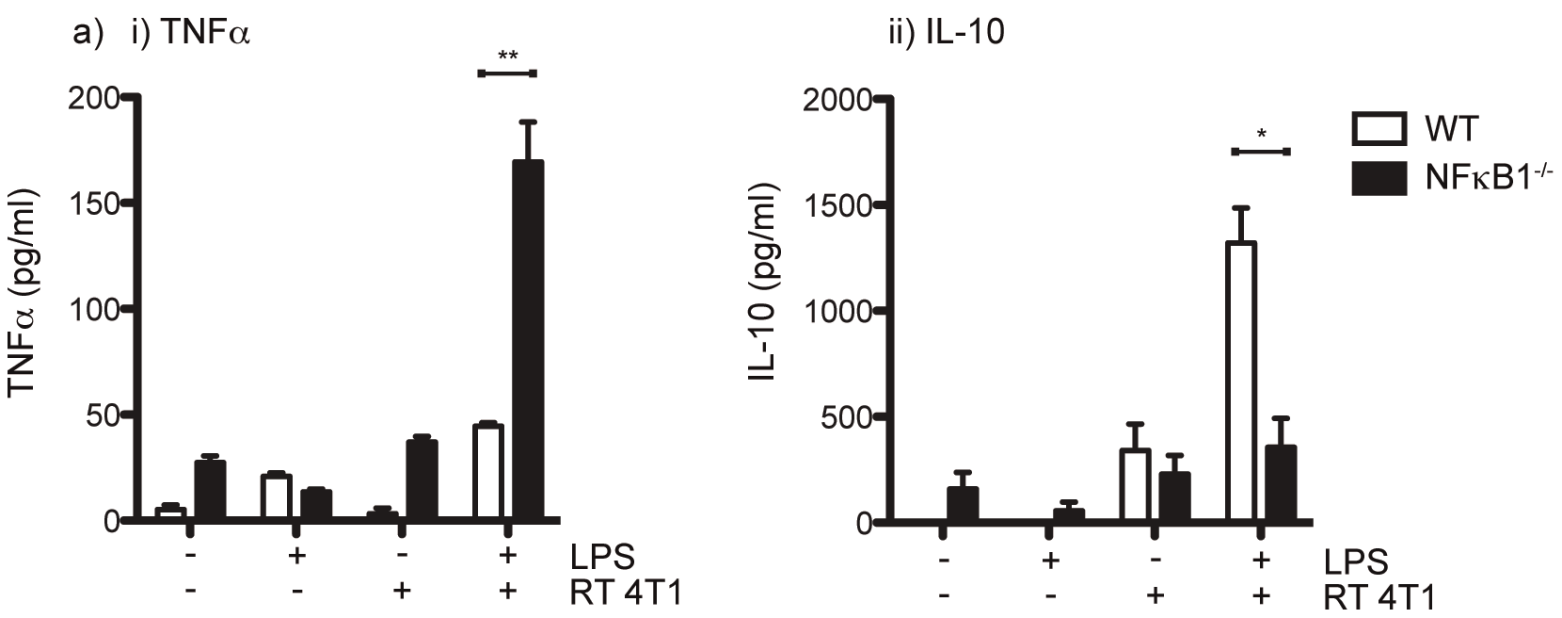
NFκB in macrophage polarization. a) Macrophages were derived from the bone marrow of wild-type (wt) or NFκB1^−/−^ mice and incubated alone or with 10 Gy irradiated 4T1 cancer cells for 24 hours, then treated with 100 ng/ml LPS and ELISA tested for secretion of i) TNFα and ii) IL-10 after a further 48 hours.

**Figure 5:**
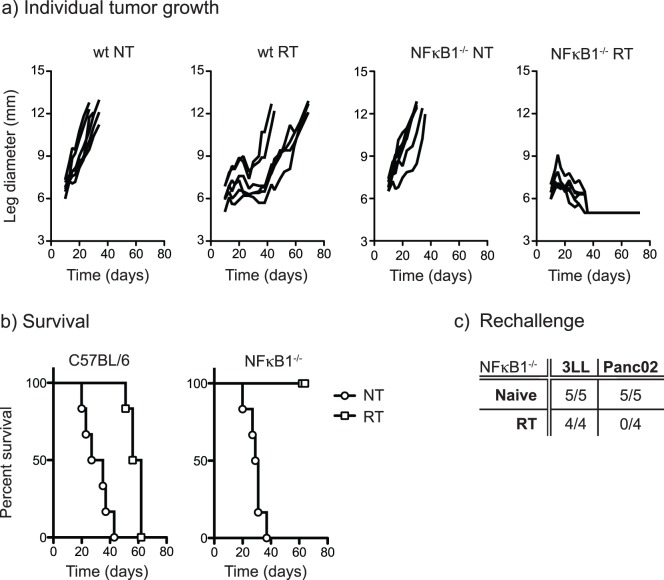
Radiation therapy of tumors in NFκB1 knockout mice. a) Wild-type (wt) or NFκB1^−/−^ C57BL/6 mice were challenged with 2×10^5^ Panc02 *s.c.* in the right leg and mice received 3 daily doses of 20 Gy focal radiation to the leg beginning on day 14 (RT) or were left untreated (NT).Tumor leg diameter was measured 3× per week. b) Survival curves of mice in a replicate experiment treated as in a) where mice were euthanized at a leg diameter exceeding 12 mm. c) Proportion of tumors growing following s.c. injection of 3LL or Panc02 in NFκB1^−/−^ naïve mice or NFκB1^−/−^ mice that were cured of their primary tumor with radiation therapy (RT).

## Discussion

These data demonstrate that tumors can recur despite significant reductions in the clonogenic potential of cancer cells following hypofractionated radiation therapy (Figure 1). Treatment failure is associated with an influx of macrophages into the tumor site (Figure 1) that exhibit an immune suppressive and M2 phenotype by 7 days post radiation treatment (Figure 2). We demonstrate that adjuvant causes M2 polarized macrophages in the tumor to secrete the immune suppressive cytokine IL-10 (Figure 3), and that that polarization of macrophages by dying cancer cells occurs through a transcriptional switch via regulation of NFκB p50 (Figure 4). The consequence is that radiation therapy is more effective in mice deficient in NFκB p50 (Figure 5). These data demonstrate that the established tumor environment is not optimal for adaptive immunity, and that while cytotoxic therapy may release tumor antigens and endogenous adjuvants, the consequence may be further antigen-specific immune suppression at the tumor site. It is important to note that while the untreated tumor has M2 differentiated macrophages, immediately following radiation therapy there may be a transient upregulation of M1 signals that resolves as the tumor transitions to repair. However, while the macrophages recruited to the tumor following radiation therapy would not be expected to be pre-polarized to either M1 or M2 phenotypes, they enter an environment already populated with M2 macrophages and on entry the newly recruited macrophages are able to interact with dying cells. That the expression of M2 markers is sustained or increases following radiation therapy suggests that the irradiated tumor environment drives M2 differentiation of these newly recruited cells. The result is M2 differentiation of both new and existing tumor macrophages. Radiation alone rarely results in tumor-specific immunity capable of destroying untargeted tumors – the elusive abscopal effect. However, immunotherapy in combination with radiation therapy have shown abscopal activity in animal models [4]. It is possible that well-timed T cell targeted immune interventions can overcome the negative environment, for example by increased infiltration of the tumor by T cells that produce inflammatory cytokines [20]. The experiments described here suggest that alternative therapeutic interventions targeting macrophage differentiation will be complimentary and can be exploited to optimize adaptive immune control of residual disease.

These data have implications for the integration of radiation therapy and immunotherapies in the clinic. While many immunotherapies are effective in animal models, their success commonly depends on treatment very early in tumor development. In transplantable tumor models it takes at least 10 days to establish a suppressive environment made up of suppressive macrophages and regulatory T cells [30], [31]. Potent immunotherapeutic antibodies are no longer effective if tumors have time to establish their immune suppressive environment beyond 10 days [20], [32], [33]. This scenario is relevant for treatment of cancer patients since tumors accumulate an array of immune regulatory features as part of their evolution into clinically relevant malignancies. Despite the increased immune suppression that we describe following radiation, there may be a transient window of classical inflammation in the tumor before inflammatory resolution is established and the tumor is repaired. Over the course of radiation, patients have been shown to develop tumor antigen-specific immune responses that were not detectable before treatment [34]. In addition, in animal models, radiation therapy is less effective if endogenous CD8 T cell responses are eliminated [1], [3]. Radiation has been shown to render the tumor site transiently more attractive to effector T cells [28], [29] and the combination of radiation with multiple infusions of tumor-specific effector T cells can combine to alter the wound repair phenotype of the tumor providing an extended mechanism of tumor control [35]. Thus, in the face of an established, suppressive tumor it may be necessary to use multiple aggressive therapies for effective immune control of residual disease.

The specific roles of the classical M1 cytokine TNFα as opposed to the M2 cytokine IL-10 response is not clear; each cytokine may simply be an indicator of broader macrophage differentiation. However, TNFα has been shown to inhibit tumor angiogenesis [36], synergize with radiation therapy [37], and a spike in serum TNFα was associated with one documented case of abscopal tumor regression [38]. By contrast, IL-10 feeds back on macrophages to increase alternative macrophage differentiation [39], and the progressive induction of IL-10 in tumor infiltrating cells during tumor growth has been shown to suppress anti-tumor adaptive immune responses [40]. IL-10 can be effectively blocked with specific antibodies to the cytokine and to the IL-10 receptor, and blockade of IL-10 has been shown to result in more effective immune control of tumors [41].

The experiments described here identify tumor macrophages as potential therapeutic targets to increase immune control of residual disease following radiation therapy. In animal models, local control by radiation therapy has been improved by preventing macrophage influx following radiation by total body irradiation [42] or by antibodies specific to Mac-1 [43]. Rather than depleting macrophages, it has also been proposed that interfering with the polarization of tumor macrophages is a potential therapeutic strategy [44]. While this study focuses on the contribution of macrophage polarization to tumor control by radiation therapy, the ubiquity of NFκB in transcriptional regulation means that other cell types may play a role in the outcome of the *in vivo* radiation therapy experiments. Ongoing work in the laboratory aims to identify he contribution of other cells, such as T cells and endothelial cells in NFκB1 deficient mice.

The accumulation of NFκB p50 and the formation of transcriptionally regulatory p50 homodimers appear to play an important role in the resolution of inflammation. While clearance of bacterial infections is not altered by the absence of NFκB1, NFκB p50 deficient mice exhibit excessive and prolonged inflammation following bacterial clearance [45], and the consequence of inflammatory injuries is more severe in the absence of NFκB p50 [46]. Saccani *et al.* demonstrated that macrophages isolated from tumors have increased expression of NFκB p50, and accumulate NFκB p50 homodimers in the nucleus [47]. NFκB p50 homodimers can bind to the same NFκB sites in the TNFα promoter as conventional NFκB heterodimers, but result in transcriptional inhibition rather than transcriptional activation [48]. By contrast, the same complexes promote transcription of IL-10 [48]. Our data showing that NFκB p50 deficient macrophages sustain M1 differentiation even in the presence of irradiated cancer cells is consistent with data from Saccani *et al.* with M2 tumor macrophages [47], and interestingly also with data from Porta *et al.* with tolerized macrophages [49]. It is interesting that tolerized macrophages closely resemble M2 macrophages [49], [50], [51], and it is possible that M1 and M2 differentiation may be temporally regulated in addition to regulation via inflammatory mediators and regulatory cytokines [52]. Our data fits a model where the tumor environment post-cytotoxic therapy is a site of inflammatory resolution, and we propose that this process of inflammatory resolution is part of an endogenous process of repair that can protect the tumor site for eventual recurrence. In the response to infections or following administration of sterile irritants, preventing immune resolution results in increased pathology. Thus, we propose that sustaining M1 differentiation, or creating a non-resolving environment in the tumor will increase destruction at the inflammatory site. In cancer therapy, increased destruction at a *focused* target site could be considered a benefit.

## Supporting Information

Figure S1 **Margin to margin overview of tumor histology following radiation therapy.** C57BL/6 mice were challenged with 2×10^5^ Panc02 *s.c.* in the right leg and mice received 3 daily doses of 20 Gy focal radiation to the leg beginning on day 14 (RT) or were left untreated (NT). Tumors were harvested for histology 7 days following the final radiation dose. Images show neighboring sections from tumors receiving NT or RT that were H&E stained or underwent immunofluorescence staining with antibodies specific for VWF and F4/80, and detected with antibodies conjugated to AF488 (Green) and AF568 (Red), respectively. Nuclear material was counterstained with DAPI (Blue) and sections were imaged by confocal microscopy. Multiple digital images were taken from the tumor margin to the opposite margin and digitally stitched to recreate a margin-to-margin overview of a representative tumor.
(TIF) Click here for additional data file.

Figure S2 **Cluster analysis was performed using Genesifter software to identify four patterns of gene expression.** Gene expression Pattern 1 was little changed between samples. Within gene expression Pattern i) 2, ii) 3, and iii) 4, only those genes characterized as present and that demonstrate significant differences in gene expression (ANOVA) were included in ontology analysis (top). Groups are sorted by Z-score. Gene lists within these clusters (bottom) are limited to those showing significant differences in gene expression (ANOVA) and greater than 1.5 fold changes in gene expression. Final gene lists are sorted by peak expression and the top 80 genes are shown (where sufficient numbers matching these criteria are present), separated into groups of 20 genes per column with an individual key showing the gene intensity scale for that group.
(TIF) Click here for additional data file.

Figure S3 **Macrophage polarization from iNOS to Arginase expression by irradiated cancer cells** a) Tumor infiltrating cells from 4T1 tumors were harvested and i) gated CD11b^+^ cells were FACS sorted according to expression of Gr1 and IA. Sorted populations of ii) CD11b^+^Gr1^hi^ and iii) CD11b^+^IA^+^ cells were used to prepare protein lystates. a) Western blot of protein lysates from sorted tumor myeloid cells (lanes 3 and 4) alongside lysates from Raw264.7 macrophages incubated alone or with equal numbers of irradiated 4T1 cells (lanes 1 and 2). Lanes were loaded with equal protein and probed with antibodies specific for Arginase I, iNOS and GAPdH. The image represents 3 western blots cropped and positioned above each other to show detection of Arginase I, iNos and GAPDH.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

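Macrophages sorted as CD11b+IA+ cells from Panc02 tumors were measured on 8 Affymetrix arrays, 2 each for untreated day 1, untreated day 7, irradiated day 1 and irradiated day 7, from 2 replicate experiments. The authors deposited intensity values on a linear scale, 1 per probe set, made with Affymetrix Expression Console 1.1 by the submitters' processing notes. The paper analysed its arrays in GeneSifter with ANOVA, and the summary algorithm is not given in the sources used here. The 4 replicate 2 arrays have a trimmed mean (2% off each end) of 350, and the replicate 1 arrays do not.

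The design set before the data were examined took the values as already normalized between arrays. After the array totals were seen, and before any test, each array was scaled to a trimmed mean of 350. The unscaled values are an alternative chosen after the totals were seen. Median centring moves the median of all genes at day 7 to 0.12 on the log2 scale, where the scaling used gives -0.042. Values were transformed as log2 of the scaled intensity plus 16. Of 45101 probe sets, 64 are controls, 34907 pair with 1 gene, 895 with several and 9235 with none here, and 1049 symbols were updated. The probe set with the highest mean stood for each of 18151 genes, and 12312 lay above the 40th percentile of mean log2 values (5.14). Of 46 genes the paper names, 44 had a probe set, and Nfkb1 was not analysed here. Some genes are not reported here.

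Tests used limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with an intensity trend) over 3 groups, the untreated arrays of both days together, with Benjamini-Hochberg adjustment at 0.05, two-sided. Residual degrees of freedom were 5, and 4 with the replicate experiment as a block. The replicate number marks which of 2 repeats of the whole experiment an array came from, as the paper and the series describe, so it pairs the samples. Deviations of same-numbered arrays from their group means had correlations of 0.223 to 0.799 over 6 pairs of groups. The fit without the block is the main result, and the blocked value stands beside a result where it changes the call or moves a count by over 1.5 times. The main fit leaves this pairing out, so a gene that does not pass in it is not shown to be unchanged. With 4 against 2 arrays no permutation of a single gene can pass 0.05, so calls come from limma alone. P-values measure the spread between samples of 2 experiments.

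A total of 31 gene lists, fixed before the data were examined with 519 genes (484 with a probe set), were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, and 93 list tests were adjusted together. With fry 48 list results stayed on their side of the threshold and 45 lost the call. The p53 targets at day 1 and between the days are the list results that held with an estimated correlation, and with the replicate block these have adjusted p = 0.0772 and 0.0959. Genes named are those the paper names, and up to 10 rises and 10 falls per comparison that passed with no overlap between arrays (in the fit with or without the block). Also named are the 5 largest moderated statistics each way between day 7 and day 1, where none passed without the block. Up to 4 members of a list with the smallest p are named as well.

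On data simulated for irradiated day 1 against untreated with 12312 genes, the fit recovered 46.8% of genes changed by 1 on the log2 scale and 89% of those changed by 2, with 0.147% false calls. With the block it recovered 81.6% and 99.8%, with 5.82% false calls. Both false rates are percentages of the calls, not of the genes. They hold for the simulated data and were not measured on the deposited arrays. The 3' to 5' log2 difference of the control probe sets was 0.422 to 0.656 for Actb and 0.45 to 0.649 for Gapdh per array. The alternatives were the replicate block, time-matched untreated arrays, quantile normalization, median centring, other level filters, pseudocounts of 1 and 64, the mean of all probe sets, leaving out probe sets that can match several transcripts, eBayes without a trend, the methods' ANOVA, a fold over 1.5 and leaving out arrays or an experiment. Plots used Python 3.11.15 with matplotlib 3.10.9.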

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

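The tests of the 3 patterns below were chosen after the result was seen.

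The 27 tested matrix genes had a median log2 change of -1.51 (camera in limma, adjusted p = 1.77e-23, and adjusted p = 0.273 with an estimated correlation) at day 7, and 1 of them passed singly. Scaling does not account for it, since under quantile normalization, median centring and the unscaled values the median nearest 0 was -1.35. A purer sort that lowered every other cell type alike is argued against by the T cell genes, whose median at day 7 was -0.0688 with an interquartile range apart from that of the matrix genes, but the medians of endothelial, mast cell, skeletal muscle, epithelial and neutrophil genes lay at -0.80, -0.74, -0.66, -0.47 and -0.36, so a loss shared by some other cell types stays open. Fewer carried-over fibroblasts and mural cells stay open as a hypothesis: their 14 tested genes outside the matrix, 0 of which another list holds, had a median of -1.24. The CD11b+IA+ gate should remove such cells, and of the 3 brightest genes of that list Serpinf1 went from a scaled signal of 1384 in untreated tumors to 613 at day 7 and Acta2 from 1050.5 to 434, while Pdpn went up from 1602 to 2936, and a change within macrophages stays open and untested.

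The 8 tested T cell genes had a median log2 change of -1.83 (camera in limma, adjusted p = 9.09e-12, and adjusted p = 0.192 with an estimated correlation) at day 1, and 3 of them passed singly. Under the same 3 scalings their median nearest 0 was -1.80, which argues against scaling. A purer sort that lowered every other cell type alike is argued against by the medians of matrix (-0.20), endothelial (-0.16) and epithelial genes (-0.20), whose interquartile ranges lie apart from that of the T cell genes, but those of dendritic cell, skeletal muscle, NK cell, fibroblast, mast cell, B cell and neutrophil genes lay at -0.84, -0.76, -0.65, -0.60, -0.56, -0.50 and -0.50, so a smaller fall shared by several cell types stays open. Fewer carried-over T cells stay open as a hypothesis. That 7 of 8 tested T cell genes were lower by over 1 on the log2 scale restates the pattern, so it cannot test this. None of these genes is held by another list, and Cd3e, Cd4 and Cd8a are shown in Fig. 2B. The brightest, Cd4, went from 576 in untreated tumors to 47.8 and 170.1 on the 2 irradiated day 1 arrays. This change passed with the replicate block (adjusted p = 0.0131 from limma) but not without it (adjusted p = 0.135). On the log2 scale it was -1.55 and -3.10 without irradiated day 1 replicates 1 and 2. The other Cd4 probe set above the level filter was at -0.77. The gate should remove T cells as well, and a loss of T cells from the tumor after radiation stays open and untested.

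The 26 tested mitosis genes had medians of -1.1 (camera in limma, adjusted p = 1.06e-14, and adjusted p = 0.453 with an estimated correlation) at day 1 and -0.78 (camera in limma, adjusted p = 8.32e-06, and adjusted p = 0.569 with an estimated correlation) at day 7, and 0 passed singly at either time, with a day 1 median of -1.96 and -0.34 without irradiated day 1 replicates 1 and 2. At day 7 loss of carried-over T cells is argued against by the T cell median of -0.0688. Loss of dividing fibroblasts and mural cells cannot be told apart from a change in macrophages at either time, because their genes outside the matrix had medians of -0.60 at day 1 and -1.24 at day 7 on the same arrays, where that at day 1 did not pass without irradiated day 1 replicate 1 or untreated day 1 replicate 2 (adjusted p = 0.587 and 0.063). The same holds for loss of dividing T cells at day 1, where the T cell median was -1.83. The effect of radiation on macrophage division stays open.

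Over whole arrays, untreated day 1 replicate 1 stood apart from the other untreated arrays. Its Pearson correlations with them were 0.952, 0.970 and 0.961, and those among them were 0.985, 0.990 and 0.988. Without it 109 genes passed at day 1, against 61 with it. The cause was not tested. Of 113 genes checked in the 4 untreated arrays, 6 had 1 array far from the others, where chance gives 5.7. On the log2 scale these were Ccl12 at 11.84 against 12.35 to 12.39, Cpt1c at 5.08 against 5.66 to 5.72, Pclaf at 10.09 against 9.46 to 9.49 and Fzd2 at 9.36 against 8.10 to 8.26 in untreated day 1 replicate 1, Ska1 at 6.38 against 6.76 to 6.83 in untreated day 1 replicate 2, and Il12a at 4.81 against 4.06 to 4.17 in untreated day 7 replicate 1, where Il12a lay at or below the highest bacterial control on 3 of the 4 arrays.

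Several lists differed between day 7 and day 1 after radiation by camera in limma at the preset correlation. With an estimated correlation and without the replicate block only the p53 difference held. The median differences, day 7 minus day 1, were 1.76 (adjusted p = 1.64e-13) for T cell, 0.81 (adjusted p = 3.38e-05) for dendritic cell, 0.53 (adjusted p = 0.00354) for NK cell, 0.07 (adjusted p = 0.0432) for B cell and 0.34 (adjusted p = 0.00617) for MHC class II genes. They were -1.25 (adjusted p = 3.14e-29) for matrix, -0.76 (adjusted p = 0.000208) for endothelial, -0.64 (adjusted p = 3.71e-05) for fibroblast and mural cell and -0.45 (adjusted p = 0.0102) for epithelial and tumor cell genes. For mitosis the difference was 0.37 (adjusted p = 0.000309), for DNA replication 0.28 (adjusted p = 1.59e-05), for p53 targets -0.53 (adjusted p = 6.36e-11), for Toll-like receptors 0.14 (adjusted p = 0.00878), for hypoxia 0.23 (adjusted p = 5.67e-05) and for cholesterol synthesis 0.24 (adjusted p = 0.00118). Some of these directions rest on single arrays. The mitosis difference was -0.43 in experiment 1 and 1.03 in experiment 2, 1.12 without irradiated day 1 replicate 1 and -0.42 without irradiated day 1 replicate 2. That of B cell genes was 0.43 in experiment 1 and -0.15 in experiment 2, 0.68 without either untreated day 7 array and 0.74 without irradiated day 7 replicate 2. Epithelial genes were at 0.05 without irradiated day 1 replicate 1 and -1.16 without irradiated day 1 replicate 2, and dendritic cell genes at 1.48 without the latter. With an estimated correlation the p53 difference holds (adjusted p = 0.0272) and the others do not (adjusted p = 0.189 for T cell and higher for the rest). With the replicate block the B cell difference did not pass (adjusted p = 0.0554), nor with quantile normalization, median centring or the mean of all probe sets (0.0558, 0.128 and 0.274), nor that of NK cell genes with a level filter at the 60th percentile (0.232). With 1 array left out some did not pass: MHC class II, B cell and Toll-like receptors without irradiated day 1 replicate 1 (adjusted p = 0.421, 0.267 and 0.183), fibroblast, DNA replication and cholesterol without irradiated day 1 replicate 2 (0.0825, 0.465 and 0.2), B cell and NK cell without irradiated day 7 replicate 1 (0.288 and 0.093), and MHC class II, epithelial, Toll-like receptors and hypoxia without irradiated day 7 replicate 2 (0.406, 0.303, 0.0911 and 0.0688).

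Some lists that the paper does not test as wholes, and some genes that its text does not name, were higher. The paper does discuss NF-κB and the suppression of T cells, but Nfkb1, which encodes p50, was not analysed here. By camera in limma the T cell-suppressive molecules had medians of 0.27 (adjusted p = 0.000595) at day 1 and 0.39 (adjusted p = 4.25e-05) at day 7, and the interferon-stimulated genes 0.30 (adjusted p = 1.12e-07) and 0.40 (adjusted p = 1.24e-10). The NF-κB family was at 0.13 (adjusted p = 0.0407) and the hypoxia list at 0.17 (adjusted p = 0.0011) at day 7. With an estimated correlation none of these held. At day 1 Aloxe3, Cpt1c, Zfp365, Gria3, Amigo2, Slc19a2, Inka2, Pvt1 and Htra4 rose by 2.74, 2.73, 2.44, 2.12, 2.05, 1.91, 1.85, 1.78 and 1.73 on the log2 scale, and at day 7 Sprr2d by 4.22. Aloxe3, Zfp365, Amigo2 and Sprr2d lay at or below the highest bacterial control on 3, 3, 2 and 4 of the 4 untreated arrays, so the sizes of their changes depend on the 16 added. Sprr2d did not pass with 64 added, nor Aloxe3 and Htra4 with 1 or Slc19a2 with 64 (adjusted p = 0.0621, 0.0695, 0.0535 and 0.0779). These genes did not pass with some single arrays left out (adjusted p = 0.0501 to 0.347 at day 1 and 0.0525 to 0.138 at day 7, all of them without either untreated day 7 array) or with time-matched untreated arrays (adjusted p = 0.0802 to 0.186 at day 1 and 0.211 at day 7), nor did the NF-κB family and the hypoxia list at day 7 without irradiated day 7 replicate 2 (0.377 and 0.296) or the NF-κB family without untreated day 1 replicate 1 (0.365), with quantile normalization, a level filter at the 60th percentile or time-matched untreated arrays (0.137, 0.0788 and 0.654).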

How the results depend on the processing

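The unscaled values and the combinations of a scaling with the replicate block were chosen after the array totals were seen, and the rest before the data were examined. Without an added setting, limma called 61 genes at day 1, 3 at day 7, 0 between the days, 29 across the 3 groups and 8 for both days together. All 61 day 1 calls and all 3 day 7 calls were also called with the replicate block. By camera that block also gave an adjusted p = 0.000368 for the macrophage lineage and 0.0433 for the Ly6C monocyte list between the days, where neither passed without it (0.0589 and 0.0733), nor with an estimated correlation (adjusted p = 0.497 and 0.541). It changed no call of a list other than these and those given beside the list. Counts with the methods' ANOVA, unadjusted, were 656 across the 3 groups, 79 in pattern 2, 144 in pattern 3, 119 in pattern 4 and 314 with another course. Under the methods' ANOVA, adjusted, the counts were 8 across the 3 groups, 4 in pattern 3, 1 in pattern 4 and 1 with another course. There were 308 (149 higher, 159 lower) at day 1, 595 (206 higher, 389 lower) at day 7, 52 (21 higher, 31 lower) between the days, 510 across the 3 groups, 89 in pattern 2, 97 in pattern 3, 62 in pattern 4, 191 with another course and 98 (60 higher, 38 lower) for both days together for the replicate block. Counts with quantile normalization were 6 (2 higher, 4 lower) at day 7, 4 (1 higher, 3 lower) between the days, 63 across the 3 groups, 28 in pattern 3, 10 in pattern 4, 22 with another course and 18 (16 higher, 2 lower) for both days together. Under median centring the counts were 9 (5 higher, 4 lower) at day 7, 51 across the 3 groups, 1 in pattern 2, 23 in pattern 3, 13 in pattern 4 and 14 with another course. There were 11 across the 3 groups, 0 in pattern 2, 7 in pattern 3, 2 in pattern 4, 2 with another course and 4 (4 higher, 0 lower) for both days together for no level filter. Counts with a level filter at the 60th percentile were 5 (2 higher, 3 lower) at day 7, 1 (0 higher, 1 lower) between the days and 1 in pattern 2. Under the mean of all probe sets the counts were 14 (6 higher, 8 lower) at day 7 and 2 (2 higher, 0 lower) between the days. There were 6 (3 higher, 3 lower) at day 7 for only probe sets that match 1 transcript. Counts with eBayes without a trend were 13 (4 higher, 9 lower) at day 7 and 2 (2 higher, 0 lower) for both days together. Under a pseudocount of 1 the counts were 5 (2 higher, 3 lower) at day 7. There were 0 at day 7, 1 (0 higher, 1 lower) between the days and 0 in pattern 2 for a pseudocount of 64. Counts with the values as deposited, unscaled, were 6 (5 higher, 1 lower) at day 1, 8 across the 3 groups, 1 in pattern 2, 4 in pattern 3, 1 in pattern 4, 2 with another course and 1 (0 higher, 1 lower) for both days together. Under the unscaled values and the replicate block the counts were 287 (206 higher, 81 lower) at day 1, 487 (243 higher, 244 lower) at day 7, 61 (20 higher, 41 lower) between the days, 537 across the 3 groups, 58 in pattern 2, 144 in pattern 3, 99 in pattern 4, 165 with another course and 256 (221 higher, 35 lower) for both days together. There were 347 at day 1, 375 at day 7, 39 between the days, 465 across the 3 groups, 69 in pattern 2, 96 in pattern 3, 63 in pattern 4, 169 with another course and 127 for both days together for quantile normalization with replicate block. Counts with median centring with replicate block were 306 at day 1, 993 (573 higher, 420 lower) at day 7, 100 (47 higher, 53 lower) between the days, 765 across the 3 groups, 95 in pattern 2, 124 in pattern 3, 220 in pattern 4, 271 with another course and 128 (98 higher, 30 lower) for both days together. Under time-matched untreated arrays the counts were 1 (1 higher, 0 lower) at day 1 and 0 at day 7. There were 94 (60 higher, 34 lower) at day 1, 30 (12 higher, 18 lower) at day 7 and 43 (19 higher, 24 lower) between the days for time-matched untreated arrays and the replicate block. The cause was not tested.

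With each array left out in turn the counts ranged from 1 to 109 at day 1, 0 to 5 at day 7, 0 to 7 between the days, 0 to 66 across the 3 groups and 0 to 13 for both days together. Patterns 2, 3, 4 and another course ranged from 0 to 14, 0 to 32, 0 to 8 and 0 to 21. The untreated days against each other and the time-matched difference between the days gave 0 to 1. Without replicate 1, with 1 residual degree of freedom, the counts were 750, 984, 344, 1363 and 2, and 389, 174, 98 and 533 by pattern. Without replicate 2 each was 0. A lone array is assumed to vary like the other groups.

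Some medians of lists that passed the test changed sign. They were 0.0507 for epithelial genes between the days without irradiated day 1 replicate 1 (lowest with an array left out -1.1569), -0.0272 for chemokines at day 1 (highest 0.5981) and -0.4205 for mitosis between the days (highest 1.1210) without irradiated day 1 replicate 2. They were -0.0057 for the macrophage lineage at day 7 (highest 0.3390) without irradiated day 7 replicate 2, and -0.0281 for the NF-κB family at day 7 with time-matched untreated arrays, with or without the replicate block. The cause was not tested. Over the alternatives, results of named genes stayed on their side of the threshold 6695 times and lost it 229 times. They gained it 557 times, and 0 were counted as reversed. For lists these numbers were 2089, 153, 79 and 6. Small gene changes that did not pass could still cross 0. With the mean of all probe sets Cd80 at day 7 went from -0.007 to 0.187, and Klf4 at day 1 from 0.105 to -0.004. Counted apart from these, gene results changed sign 193 times and list results 79 times, where the main result did not pass or lay within its spread. Probe sets near the bacterial controls, at most 9.6, give no level.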

Differences from the paper's values

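The scale, signal over the array mean, and the reading tolerance of 1 were chosen after the values were seen. Figure 2B and 2C show 26 markers in shades with unlabelled columns, so the highest of the 3 group values was compared, and 24 lay within. The shades were read as gray levels against the figure's own colour bar. For Cox2 the paper shows about 0 in Fig. 2C, and Ptgs2 had 3.91 (SD 0.441) here. For Ym2 the paper shows about 4.9 in Fig. 2C, and Chil4 had 0.13 (SD 0.114) here. Both differences remain under each alternative set before the data were examined. They close with other probe sets, chosen after seeing the values: 0.154 for the other probe set of Ptgs2 and 5.1 for the probe set shared with Chil3, and no other marker was recomputed that way.

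The paper places matrix genes among those lower at both times. Here Sparc, Col1a1, Col1a2, Col3a1, Col6a1 and Bgn had day 1 log2 changes of -0.23, -0.20, -0.23, -0.10, -0.07 and -0.20, and no alternative called them at day 1. At day 7 their direction is that of the paper, and the replicate block, alone or with each other scaling, called all 6. Time-matched untreated arrays with that block called Sparc, Col1a2, Col3a1 and Bgn, quantile normalization alone Sparc and Col3a1, and the unscaled values alone Col1a2 and Col3a1.

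The paper states that Ccl2, Ccl7, Cd80, Tnfsf9, Tnf, Mertk and Gas6 rose at day 1, and here Gas6 passed (adjusted p = 0.0397 from limma). The cutoff here was an adjusted p under 0.05 over all tested genes. The paper's gene lists used ANOVA and a fold cutoff, and it describes no adjustment over genes. Results of that ANOVA for single genes are not given here. A gene that did not pass here is therefore not shown to miss the paper's own cutoff. The replicate block called Ccl2, Ccl7, Cd80, Tnfsf9 and Tnf, alone or with each other scaling. Quantile normalization alone also called Ccl2. Leaving out probe sets that can match several transcripts, or untreated day 1 replicate 1, also called Tnf. Time-matched untreated arrays with that block called Ccl2, Ccl7 and Cd80. Mertk was called by the block on unscaled, median-centred or quantile-normalized values.

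At day 7 the paper states that Ccr2, Tlr2 and Tlr4 rose. None passed the adjusted test here, whose cutoff differs from the ANOVA and fold cutoff that the paper describes. The same difference in cutoff applies to the comparison between the days below. The replicate block called Tlr2 (also on unscaled and median-centred values), and Tlr4 (alone or with each other scaling). Ccr2 was called by the block on unscaled or median-centred values. Its other 3 probe sets were at 0.67, 0.93 and 0.80 at day 7, in the paper's direction. The paper states that Tnf, Cd80 and Tnfsf9 declined by day 7. The log2 changes between the days were -0.46, -0.82 and -0.60, in the paper's direction and none passing, and time-matched untreated arrays with the replicate block called Cd80 between the days.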

Other observations

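The tests of divisions with 2 arrays of each experiment on each side, with and without the replicate block, were chosen after the result was seen, and that of all 35 divisions before. Genes of cholesterol synthesis had median log2 changes of -0.41 and -0.22 (adjusted p = 4.34e-06 and 0.0957) at day 1 and day 7 by camera in limma, and 6 of 16 were lower at day 1 when adjusted over the list alone, and 5 with the replicate block. The medians of the genes of hypoxia and glycolysis were -0.07 and 0.17 (adjusted p = 0.559 and 0.0011). Neither the cholesterol nor the hypoxia list held with an estimated correlation. Molecules that suppress T cells, among them Pdcd1lg2 (PD-L2), Nt5e (CD73) and Cd274 (PD-L1), had log2 changes at day 7 of 1.14 (standard error 0.19, adjusted p = 0.0757), 0.82 (standard error 0.19, adjusted p = 0.145) and 0.62 (standard error 0.15, adjusted p = 0.15), with 0 passing singly (4 higher when adjusted over the list alone). These 3 rose with the replicate block (adjusted p = 0.0134, 0.0314 and 0.0215 from limma). The stress list had -0.17 and -0.18 (adjusted p = 0.141 and 0.614) and the repair and growth factor list 0.03 and 0.13 (adjusted p = 0.358 and 0.309).

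Among cell types, the medians at day 1 and day 7 were 0.02 and 0.19 (adjusted p = 0.532 and 0.0101) for the macrophage lineage, -0.27 and 0.06 (adjusted p = 0.0404 and 0.536) for MHC class II genes, -0.50 and 0.23 (adjusted p = 0.0854 and 0.608) for B cell, -0.65 and -0.02 (adjusted p = 0.00594 and 0.784) for NK cell, -0.56 and -0.74 (adjusted p = 0.00235 and 0.0118) for mast cell, basophil and eosinophil, -0.20 and -0.47 (adjusted p = 0.168 and 0.000504) for epithelial and tumor cell, and -0.76 and -0.66 (adjusted p = 3.38e-05 and 0.00878) for skeletal muscle genes. None of the lists in these paragraphs held with an estimated correlation. Under quantile normalization with the replicate block the day 7 medians of mast cell and skeletal muscle genes did not pass (adjusted p = 0.0637 and 0.0651). Without irradiated day 1 replicate 1 the day 1 medians of MHC class II, NK cell and mast cell genes did not pass (adjusted p = 0.876, 0.096 and 0.0876), nor did that of MHC class II without replicate 2 of either untreated day (0.134 and 0.118), with median centring or with time-matched untreated arrays (0.058 and 0.128), nor that of NK cell genes with a level filter at the 60th percentile (0.338). Without irradiated day 7 replicate 2 the day 7 medians of mast cell, skeletal muscle and hypoxia genes did not pass (0.178, 0.188 and 0.296), nor that of the macrophage lineage without untreated day 1 replicate 1 (0.221).

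The untreated arrays of day 7 and day 1 differed in 0 genes in limma (183 at an unadjusted p under 0.05, 0 with the replicate block). The change with radiation differed between the days, each against its own untreated arrays, in 0 genes (280 unadjusted, 0 with the block). Chance gives 616 at that unadjusted cutoff, and with the block the counts were 542 and 587. Without the block both comparisons thus gave fewer low p-values than chance. Genes that do not pass in that fit are therefore not evidence of no change.

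Irradiated against untreated arrays gave 8 genes, and the highest of the other divisions into 4 and 4 gave 0, so that 1 of 35 was as large. Since the experiments pair the arrays, the real division was also compared with the 18 that have 2 arrays of each experiment on each side, where 1 gave as many, the real one, and the highest of the others gave 0, and these are too few for a share under 0.05. The division by experiment gave 0 and that by day 0. With the block 98 genes were called, and of the same 18 divisions 2 gave as many with the real one included, and the other gave 364, again too few for a share under 0.05. The division that gave 364 exchanges untreated day 7 replicate 1 and irradiated day 1 replicate 1, and it gave 0 without the block. A count several times the real one may reflect a structure of the samples, which was not tested further.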
